# RNA-binding protein ZFP36L1 regulates osteoarthritis by modulating members of the heat shock protein 70 family

**DOI:** 10.1038/s41467-018-08035-7

**Published:** 2019-01-08

**Authors:** Young-Ok Son, Hyo-Eun Kim, Wan-Su Choi, Churl-Hong Chun, Jang-Soo Chun

## Abstract

Osteoarthritis (OA) is a whole-joint disease characterized by cartilage destruction and other whole-joint pathological changes. There is currently no effective disease-modifying therapy. Here we investigate the post-transcriptional mRNA regulation of OA-modulating proteins in chondrocytes and show that the ZFP36 family member, ZFP36L1, is specifically upregulated in OA chondrocytes and OA cartilage of humans and mice. Adenovirus-mediated overexpression of ZFP36L1 alone in mouse knee-joint tissue does not modulate OA pathogenesis. However, genetic ablation or silencing of Zfp36l1 significantly abrogates experimental OA in mice. Knockdown of Zfp36l1 increases the mRNA expression of two heat shock protein 70 (HSP70) family members, which act as its direct targets. Furthermore, overexpression of HSPA1A in joint tissues protects mice against experimental OA by inhibiting chondrocyte apoptosis. Our results indicate that the RNA-binding protein, ZFP36L1, regulates HSP70 family members that appear to protect against OA pathogenesis by inhibiting chondrocyte apoptosis.

## Abstract (web summary)

Osteoarthritis is characterised by degeneration of joint cartilage. Here the authors show that the RNA-binding protein ZFP36L1 is upregulated in chondrocytes of humans and mice with osteoarthritis, and that its knockdown in mouse joints protects chondrocytes against apoptosis by modulating the function of heat shock proteins.

## Introduction

Osteoarthritis (OA) carries a large socioeconomic cost and stands as a leading cause of disability^1^, but we currently lack an effective disease-modifying therapy. OA is associated with multiple pathological changes in whole-joint tissues, including cartilage destruction, synovial inflammation, osteophyte formation, subchondral bone sclerosis, etc.^2,3^. The cartilage destruction that is a hallmark of OA pathogenesis is caused by the upregulation of matrix-degrading enzymes and/or the downregulation of cartilage extracellular matrix (ECM) molecules^4^. Among the matrix-degrading enzymes, matrix metalloproteinase 3 (MMP3), MMP13, and a disintegrin-like and metallopeptidase with thrombospondin type 1 motif 5 (ADAMTS5; aggrecanase-2) are known to play crucial roles in OA cartilage destruction^5–7^. Modulation of SRY (sex-determining region Y)-Box 9 (SOX9), a transcription factor known to regulate type II collagen and aggrecan, is a critical step in the OA-related downregulation of ECM molecules^8^. The apoptosis of chondrocytes also contributes to downregulating cartilage ECM molecules^9^. Matrix-degrading enzymes and ECM molecules are regulated by various extracellular catabolic regulators, including the pro-inflammatory cytokines, interleukin (IL)-1β, IL-6, and tumor necrosis factor (TNF)-α^10^. We previously identified cellular catabolic mediators in chondrocytes, such as the transcription factor, hypoxia-inducible factor (HIF)-2α^11^, and the zinc importer, ZIP8 (ref. ^12^). Importantly, we showed that these cellular mediators play crucial catabolic functions in OA pathogenesis by upregulating matrix-degrading enzymes and/or downregulating ECM molecules in joint articular chondrocytes^11,12^.

The expression of OA-related catabolic and anabolic factors in chondrocytes can be regulated at multiple steps, including via the post-transcriptional regulation of mRNA stability, which is a crucial aspect of gene expression. Regulation of mRNA stability is a complex process that involves the controlled interactions of microRNAs or RNA-binding proteins with target mRNAs. RNA-binding proteins bind directly to AU-rich elements (AREs) in the 3′-untranslated regions (3′-UTRs) of their target mRNAs and promote poly-A tail removal and subsequent mRNA decay^13^. To explore whether the expression levels of OA-related catabolic and anabolic factors in chondrocytes are regulated by RNA-binding proteins, we initially used a microarray analysis to screen for RNA-binding proteins whose expression levels are modulated in chondrocytes subjected to stimulation of OA-associated catabolic signaling, such as by IL-1β treatment^10^ or overexpression of ZIP8 or HIF-2α^11,12^. In our initial screening analysis, we found that a member of the ZFP36 (zinc-finger protein 36) family of RNA-binding proteins was specifically upregulated in chondrocytes subjected to stimulation of OA-associated catabolic signaling. ZFP36 is an ancient RNA-binding protein that is also known as tristetraprolin (TTP) and TPA-inducible sequence 11 (TIS11). The ZFP36 family of RNA-binding proteins consists of ZFP36 (TTP, TIS11), ZFP36L1 (BRF-1, TIS11b), ZFP36L2 (BRF-2, TIS11d), and ZFP36L3 (only in rodents)^14–17^. These proteins contain two tandemly repeated zinc-finger motifs (CCCH), which bind to AREs in the 3′-UTRs of target mRNAs to trigger ARE-mediated mRNA destabilization. The ZFP36 family members are structurally similar, but they all show cell-type-specific expression patterns and play distinct cellular functions, probably by regulating different target mRNAs^14–17^. For instance, ZFP36 acts as a signal-regulated switch during immune-cell activation^18^, ZFP36L1 maintains bile acid levels in hepatocytes^19^, and ZFP36L2 regulates the E2F pathway during cell-cycle progression^20^. The ZFP36 family members may also have isoform-specific functions, as knockout (KO) mice show isoform-specific and non-overlapping phenotypes^14^. For example, *Zfp36* KO mice were observed to be normal at birth, but soon developed a severe inflammatory syndrome with cachexia and autoimmunity owing to excessive activity of TNF-α^21^. In contrast, disruption of *Zfp36l1* resulted in lethality by embryonic day 11, apparently because the allantois failed to fuse with the chorion and umbilical circulation never initiated^22^. Finally, *Zfp36l2*-KO mice appeared normal but exhibited complete female infertility due to dysregulation of the luteinizing hormone receptor, which resulted in embryonic failure at approximately the two-cell stage^23^.

The various members of the ZFP36 family are known to regulate both common and distinct mRNA targets^16,17^. However, no previous study has examined whether they regulate the mRNAs involved in OA pathogenesis. Here, we investigated the possible association of ZFP36 family members with OA pathogenesis. We found that ZFP36L1 is specifically upregulated in OA chondrocytes and OA cartilage of humans and mice. We then evaluated the functions of ZFP36L1 in OA pathogenesis and examined the relevant regulatory mechanisms. We report here that although adenovirus-mediated overexpression of ZFP36L1 in mouse knee-joint tissue did not modulate OA pathogenesis, genetic ablation or silencing of *Zfp36l1* significantly abrogated experimental OA in mice subjected to destabilization of the medial meniscus (DMM). We also show that ZFP36L1 regulates the mRNAs encoding two members of the heat-shock protein 70 (HSP70) family that appear to exert protective effects on OA pathogenesis by inhibiting chondrocyte apoptosis.

## Results

### ZFP36L1 is upregulated in OA chondrocytes and cartilage

To explore the possible association of RNA-binding proteins with OA pathogenesis, we first analyzed the expression levels of RNA-binding proteins in primary-culture chondrocytes subjected to stimulation of catabolic signaling by treatment with the pro-inflammatory cytokine, IL-1β^10^, or adenovirus-mediated overexpression of HIF-2α (Ad-HIF-2α)^11^ or the zinc importer, ZIP8 (Ad-ZIP8)^12^. We used passage 0 mouse chondrocytes, having first confirmed that they exhibited the expected differentiated phenotypes, such as high-level expression of type II collagen and low-level expression of type I collagen (Supplementary Fig. 1a). Our microarray analysis revealed that, from among the examined RNA-binding proteins, a member of the ZFP36 family was specifically increased in chondrocytes stimulated with catabolic regulators (Fig. 1a; Supplementary Table 1). To validate and expand upon this finding, we characterized the expression levels of ZFP36 family members in OA cartilage and primary-culture chondrocytes stimulated with the catabolic regulators. Our reverse transcription-polymerase chain reaction (RT-PCR) analysis revealed that ZFP36L1 was specifically upregulated by IL-1β treatment or infection of Ad-HIF-2α or Ad-ZIP8 in primary-culture chondrocytes (Supplementary Fig. 1b, c). Quantitative RT-PCR (qRT-PCR) analysis further confirmed that the mRNA level of ZFP36L1 was significantly increased in these chondrocytes (Fig. 1b, c). We then analyzed the levels of ZFP36L1 in OA cartilage from human patients and various mouse models. The protein level of ZFP36L1 was markedly elevated in OA-affected, damaged regions of human cartilage, compared with undamaged areas from the same patient (Fig. 1d). ZFP36L1 protein levels were also markedly increased in chondrocytes of mouse OA cartilage caused by DMM surgery (Fig. 1e, left) or by overexpression of HIF-2α or ZIP8 via intra-articular (IA) injection of Ad-HIF-2α or Ad-ZIP8, respectively^11,12^ (Fig. 1e, right).

**Fig. 1:**
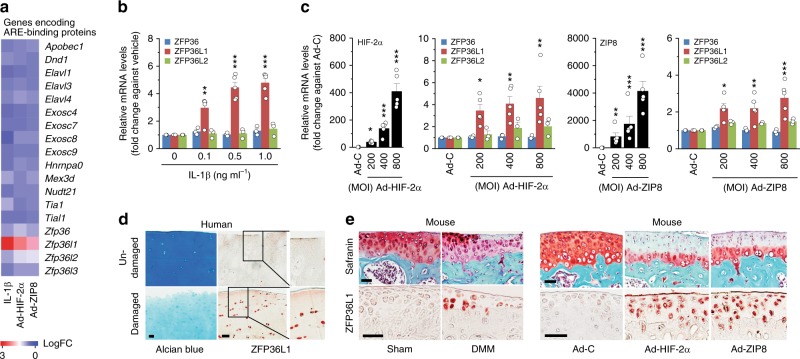
Upregulation of ZFP36L1 in chondrocytes stimulated with OA-associated catabolic regulators. **a** Microarray analysis of AU-rich element (ARE)-binding proteins in chondrocytes treated with IL-1β or infected with Ad-HIF-2α or Ad-ZIP8. **b**, **c** qRT-PCR analyses of ZFP36 family members in chondrocytes treated with IL-1β or infected with 800 MOI of control virus (Ad-C) or the indicated MOIs of Ad-HIF-2α or Ad-ZIP8 (*n* = 3 or 5). **d** Representative images of Alcian blue staining and ZFP36L1 immunostaining in undamaged and damaged regions of OA cartilage from the same patient (*n* = 7 patients). **e** Representative images of Safranin-O staining and ZFP36L1 immunostaining in mouse OA cartilage caused by DMM surgery (*n* = 5 mice per group) or by IA injection of Ad-HIF-2α or Ad-ZIP8 (*n* = 5 mice per group). Means ± s.e.m. with one-way ANOVA (*P < 0.05, **P < 0.005, and ***P < 0.0005). Scale bar: 50 μm

### ZFP36L1 overexpression does not modulate OA pathogenesis

Because the above results suggested that ZFP36L1 might play a role in OA pathogenesis, we examined the in vivo functions of ZFP36L1 in OA pathogenesis by overexpressing ZFP36L1 in knee-joint tissues via IA injection of Ad-ZFP36L1 in 12-week-old male mice. Our previous work had extensively demonstrated that an adenovirus system can effectively deliver target genes to cartilage and other joint tissues^11,12,24–26^. Consistent with these findings, immunohistochemical staining indicated that three weekly IA injections of Ad-ZFP36L1 triggered the effective overexpression of ZFP36L1 in cartilage, meniscus, synovium, and ligament (Fig. 2a; Supplementary Fig. 2a). However, ZFP36L1 overexpression did not cause cartilage destruction or synovitis, as examined by Safranin-O and H&E staining, respectively (Fig. 2b), or alter the expression levels of the matrix-degrading enzymes, MMP3 and MMP13, in cartilage tissue (Fig. 2a). Similarly, ZFP36L1 overexpression in primary-culture chondrocytes did not affect the expression levels of MMP3, MMP13, and ADAMTS5 which play crucial roles in OA cartilage destruction^5–7^, nor did it affect cartilage ECM molecules, such as type II collagen and aggrecan, or the regulatory transcription factor, SOX9 (ref. ^8^) (Fig. 2c; Supplementary Fig. 2b). These results collectively indicate that overexpression of ZFP36L1 alone is not sufficient to cause OA pathogenesis in mice. We further examined the effects of ZFP36L1 overexpression in joint tissues of mice subjected to DMM-induced OA pathogenesis. Although ZFP36L1 overexpression via IA injection of Ad-ZFP36L1 tended to enhance the manifestations of OA, as assessed by OARSI grade, osteophyte maturity, and subchondral bone plate thickness, the effects were not statistically significant (Fig. 2d, e). The cartilage destruction caused by the overexpression of HIF-2α or ZIP8 via IA injection of Ad-HIF-2α^11^ or Ad-ZIP8 (ref. ^12^), respectively, was not affected by the IA injection of Ad-ZFP36L1 (Supplementary Fig. 3a, c). Furthermore, overexpression of ZFP36L1 in primary-culture chondrocytes did not alter the effects of HIF-2α or ZIP8 overexpression on the expression levels of catabolic or anabolic molecules (Supplementary Fig. 3b, d).

**Fig. 2:**
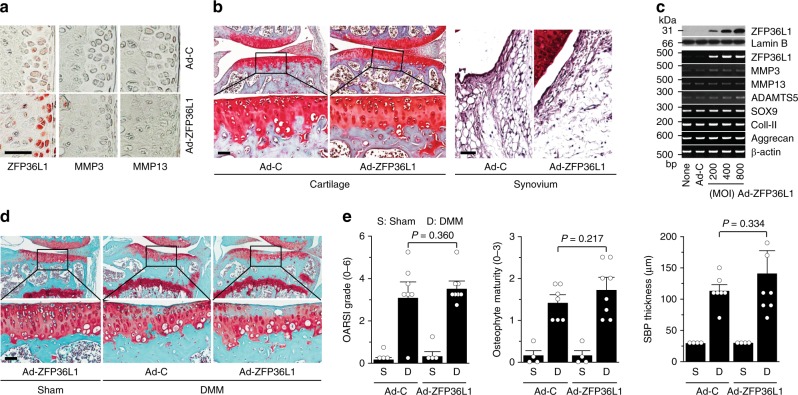
Overexpression of ZFP36L1 in joint tissues does not modulate OA pathogenesis. **a**, **b** WT mice were IA injected with Ad-C (*n* = 6 mice) as a control or Ad-ZFP36L1 (*n* = 8 mice). Representative immunostaining images of ZFP36L1, MMP3, and MMP13 in cartilage sections (**a**). Cartilage destruction and synovitis were determined by Safranin-O staining and H&E staining 3 weeks after IA injection (**b**). **c** Protein and mRNA levels of the indicated molecules in chondrocytes infected with Ad-C (800 MOI) or the indicated MOIs of Ad-ZFP36L1 for 36 h. Representative images are presented from six independent primary cultures of chondrocytes. **d**, **e** Sham-operated (*n* = 4 mice) or DMM-operated (*n* *=* 7 mice) WT mice were IA injected with Ad-C as a control or Ad-ZFP36L1 to overexpress ZFP36L1 in joint tissues. Representative Safranin-O staining images of joint sections (**d**) and scoring of OARSI grade, osteophyte maturity, and subchondral bone plate thickness (**e**) at 8 weeks after operations. Means ± 95% CI with Mann–Whitney *U* test for OARSI grade and osteophyte maturity. Means ± s.e.m. with two-tailed *t*-test for SBP thickness. Scale bar: 50 μm

### Genetic ablation of *Zfp36l1* inhibits OA pathogenesis

Next, we examined the functions of ZFP36L1 in OA pathogenesis via loss-of-function approaches by generating *Zfp36l1-*knockout (KO) mice or by knocking down ZFP36L1 in whole-joint tissues via IA injection of an adenovirus expressing shRNA against ZFP36L1 (Ad-shZFP36L1). For KO, mouse *Zfp36l1* was disrupted by an 8-bp insertion and a 42-bp deletion, both in exon 2 (Supplementary Fig. 4a). Because homozygous KO mice (*Zfp36l1*^*−/−*^) are not viable^22^, we used heterozygous *Zfp36l1*^*+/−*^ mice for our experimental OA studies. *Zfp36l1*^*+/−*^ mice exhibited marked decreases in the mRNA and protein levels of ZFP36L1 in the chondrocytes of their cartilage tissues (Supplementary Fig. 4b, c). *Zfp36l1*^*+/−*^ mice exhibited normal skeletal development, as determined by whole-skeleton staining of E18.5 embryos, von Kossa staining of E18.5 metatarsal bones, and Alcian blue/nuclear fast red staining of metatarsal bones from 2-week-old mice (Supplementary Fig. 4d–f). Following these validations, we compared DMM-induced OA manifestations of these mice versus wild-type (WT) littermates. *Zfp36l1*^*+/−*^ mice exhibited significant reductions in all manifestations of DMM-induced OA, including cartilage erosion, osteophyte formation, and increased subchondral bone plate thickness, which reflects sclerosis of subchondral bone^27^ (Fig. 3a, b). These results clearly indicate that *Zfp36l1*^*+/−*^ mice exhibit protection from DMM-induced OA. To further examine the function of ZFP36L1 in OA pathogenesis, we performed ZFP36L1 knockdown in whole-joint tissues of mice via IA injection of Ad-shZFP36L1. Similar to our findings in *Zfp36l1*^*+/−*^ mice, knockdown of ZFP36L1 in joint tissues of DMM-operated mice significantly suppressed all examined OA manifestations, including cartilage erosion, osteophyte formation, and subchondral bone plate thickening (Fig. 3c, d). Consistent with this inhibition of OA cartilage erosion, the DMM-induced upregulation of MMP3 and MMP13 proteins in damaged cartilage was markedly abrogated in *Zfp36l1*^*+/−*^ mice and Ad-shZFP36L1-injected mice (Supplementary Fig. 5a, b).

**Fig. 3:**
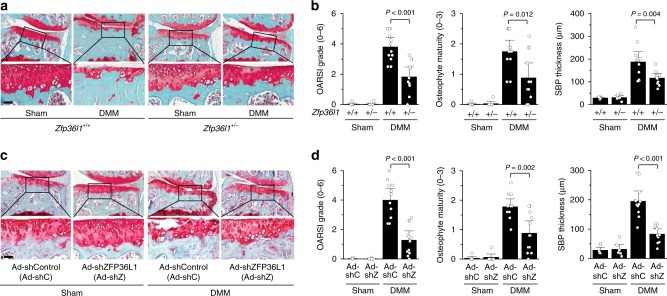
Genetic ablation or silencing of *Zfp36l1* abrogates OA pathogenesis in mice. **a**, **b** WT (*Zfp36l1*^+/+^) and *Zfp36l1*^*+/−*^ mice were subjected to sham operation (*n* = 7 mice per group) or DMM surgery (*n* = 12 mice per group). Representative Safranin-O staining images (**a**) and scoring of OARSI grade, osteophyte maturity, and subchondral bone plate thickness (**b**). **c**, **d** Sham-operated (*n* = 6 mice per group) or DMM-operated (*n* = 12 mice per group) WT mice were IA injected with Ad-shC as a control or Ad-shZFP36L1 to knock down ZFP36L1 in the joint tissues. Representative Safranin-O staining images of joint sections (**c**) and scoring of OARSI grade, osteophyte maturity, and subchondral bone plate thickness (**d**). Means ± 95% CI with Mann–Whitney *U* test for OARSI grade and osteophyte maturity. Means ± s.e.m. with two-tailed *t*-test for SBP thickness. SBP subchondral bone plate. Scale bar: 50 μm

### HSPA1A and HSPA1B are targets of ZFP36L1

Next, we explored possible mechanisms through which ZFP36L1 knockdown might inhibit OA pathogenesis. We speculated that this could involve increased expression of one or more of the mRNAs targeted by ZFP36L1. 

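Chondrocytes infected with Ad-ZFP36L1 carried 9.14-fold the Zfp36l1 mRNA of chondrocytes infected with Ad-C, and those infected with Ad-shZFP36L1 carried 0.546-fold. Zfp36l1 encodes a zinc-finger protein that binds AU-rich elements and promotes mRNA decay. The log2 value of its brighter probe set was 9.13, 9.14 and 9.25 on the Ad-C arrays, 12.36, 12.43 and 12.30 on the Ad-ZFP36L1 arrays, and 8.40, 8.26 and 8.24 on the Ad-shZFP36L1 arrays. The log2 fold change against Ad-C was 3.19 with Ad-ZFP36L1 (standard error 0.072, adjusted p = 2.02e-06 from limma) and −0.87 with Ad-shZFP36L1 (standard error 0.072, adjusted p = 0.00175). The difference between the viruses was −4.06 (adjusted p = 4.7e-08). The dimmer Zfp36l1 probe set had a log2 fold change of 2.74 with Ad-ZFP36L1 (adjusted p = 6.11e-05) and of −0.09 with Ad-shZFP36L1 (adjusted p = 0.714). By the methods' t-test the adjusted p of the knockdown was 0.109, the highest of a range from 0.000364 to 0.109 over the alternatives tried. These values come from 9 Affymetrix Mouse Gene 2.0 ST arrays, 3 biological replicates per virus. RNA was taken 36 h after infection with Ad-C, 800 MOI of Ad-ZFP36L1 or 400 MOI of Ad-shZFP36L1. The dose of Ad-C for these arrays is not stated. An effect of viral dose therefore cannot be told apart from that of the virus in any comparison. The authors summarized the scans to log2 values with RMA. The median log2 value was 5.03, 5.00 and 5.02 on the Ad-C arrays, 5.01, 5.00 and 4.99 on the Ad-ZFP36L1 arrays, and 5.03, 5.01 and 5.05 on the Ad-shZFP36L1 arrays. The deposited values of every probe set were fitted with limma over the 3 groups at once, and p was adjusted by the Benjamini-Hochberg method over all of them. Of the probe sets, 23521 are paired with 1 gene, 1814 with several genes, and 16010 are unnamed here. The number of arrays limits the precision of each value.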

We used microarray analysis to examine gene expression profiles in primary-culture chondrocytes subjected to knockdown or overexpression of ZFP36L1 via infection of Ad-shZFP36L1 and Ad-ZFP36L1, respectively (Supplementary Tables 2 and 3). Knockdown of ZFP36L1 increased the levels of various mRNAs; among them, the most marked increases were observed for two members of the HSP70 family, HSPA1A and HSPA1B (Fig. 4a; Supplementary Table 2), which are molecular chaperones that are expressed in response to stress and have been associated with a variety of pathophysiologies^28,29^. 

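Hspa1a and Hspa1b, which encode the stress-inducible HSP70 chaperones, were 16.8-fold and 11.0-fold higher with Ad-shZFP36L1 than with Ad-C. The log2 value of Hspa1a was 4.76 ± 0.041 (SD, n = 3) with Ad-C and 8.83 ± 0.298 (SD, n = 3) with Ad-shZFP36L1, a log2 fold change of 4.07 (standard error 0.158, adjusted p = 2.7e-05 from limma). Hspa1b went from 6.76 ± 0.358 (SD, n = 3) to 10.21 ± 0.169 (SD, n = 3), a log2 fold change of 3.46 (standard error 0.168, adjusted p = 0.000113). A probe set paired with both genes, whose signal cannot be assigned to either, was 2.97-fold higher (adjusted p = 0.0025). Hspb1, a small heat shock protein, was 2.08-fold higher at its brighter probe set (log2 fold change 1.06, standard error 0.14, adjusted p = 0.01) and had a log2 fold change of 0.54 at its other probe set (adjusted p = 0.219). For Hspa1a, Hspa1b and the brighter Hspb1 probe set, all 3 Ad-shZFP36L1 arrays lay above all 3 Ad-C arrays. Of 15 measured genes of the HSP70 family, Hspa1a and Hspa1b rose and 0 fell by limma (4 higher and 0 lower at an unadjusted p under 0.05). Adjusted over the list alone, 3 were higher and 0 lower, and the methods' t-test after adjustment called 0. Since the study picked Hspa1a and Hspa1b from these arrays, the family's direction is not independent evidence. The family's adjusted p from camera was 0.00153, with a median log2 fold change of 0.13 (adjusted p = 0.274 with an estimated correlation). Without Hspa1a and Hspa1b, the other 13 family members had a median of 0.11, and 0 of them passed the test (2 at an unadjusted p under 0.05, 0 by the methods' t-test). Hsph1, a nucleotide exchange factor of HSP70, had a log2 fold change of 0.48 (adjusted p = 0.0772), and the constitutive member Hspa8 one of 0.13 (adjusted p = 0.385), both chosen after their values were seen. Of 25 measured heat shock response genes, 3 rose and 1 fell (7 and 4 adjusted over the list alone, camera adjusted p = 0.103). The gene that fell was St13, an HSP70 cochaperone, with a log2 fold change of −0.78 (adjusted p = 0.00241). The methods' t-test ended the calls of Hspa1a (adjusted p = 0.0572, against 5.8e-06 to 0.0572 over the alternatives), Hspa1b (0.105, against 2.05e-05 to 0.105) and Hspb1 (0.19, against 0.00272 to 0.19), and a fit of only the 6 arrays of the comparison also ended that of Hspb1. The paper, which had proposed that knockdown could act through raised levels of mRNAs that ZFP36L1 targets, went on from these increases to RT-PCR and western blot analyses of HSPA1A, HSPA1B and HSP70.

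**Figure D1:**
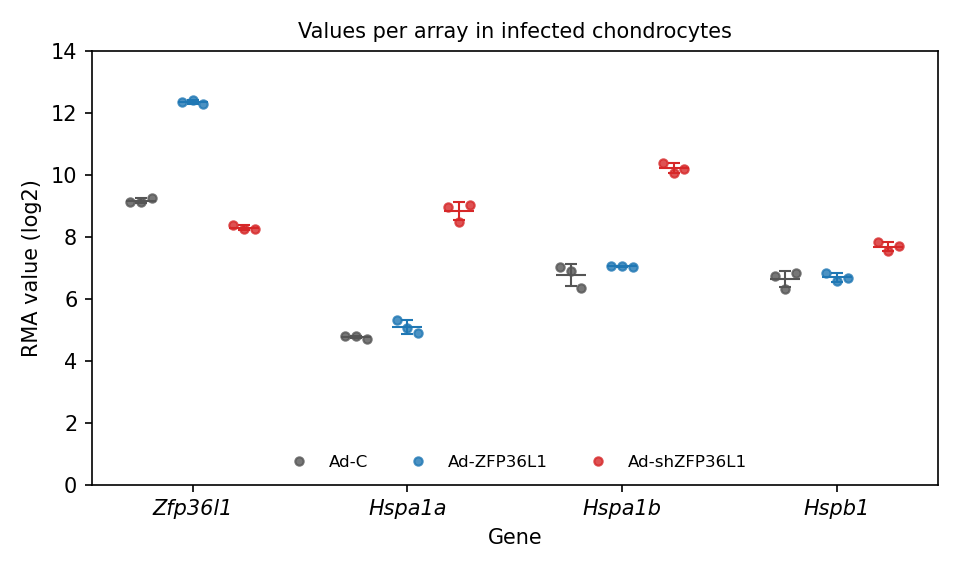
Log2 RMA values of Zfp36l1, Hspa1a, Hspa1b and Hspb1 (horizontal axis) on each of the 9 arrays (points), with the mean and SD of the 3 arrays per virus (lines and bars). For Hspa1a and Hspa1b the Ad-shZFP36L1 arrays lie above all Ad-C and Ad-ZFP36L1 arrays.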

Our RT-PCR and western blot analyses further confirmed that the mRNA levels of HSPA1A and HSPA1B and the protein levels of HSP70 were significantly increased by ZFP36L1 knockdown (Fig. 4b, c) and decreased by ZFP36L1 overexpression (Fig. 4c) in primary-culture chondrocytes. However, the mRNA levels of HSPA1A and HSPA1B were not altered by IL-1β treatment (Supplementary Fig. 6a), and these levels were only slightly increased by the overexpression of HIF-2α or ZIP8 (Supplementary Fig. 6a). As HSPA1A and HSPA1B differ by only 10 nucleotides and one amino acid^29^, we herein focused on HSPA1A. Our nucleotide sequence analysis identified several ARE motifs in the 3′-UTR of HSPA1A (and HSPA1B) (Supplementary Fig. 6b, c), so we examined whether ZFP36L1 regulates the HSPA1A mRNA as a direct target. We performed RNA-binding protein immunoprecipitation (RIP) assays in chondrocytes. Of the three primer sets arbitrarily designed from the 3′-UTR sequences of ZFP36L1, the first was the most effective in our RIP assays (Fig. 4d; Supplementary Fig. 6b; Supplementary Table 4). Our results revealed that ZFP36L1 bound to the 3′-UTR of the HSPA1A mRNA (Fig. 4d). Consistent with this, overexpression of ZFP36L1 in chondrocytes enhanced HSPA1A mRNA decay and reduced the protein level of HSP70 (Fig. 4e). Our results collectively suggest that ZFP36L1 binds to one or more AREs in the 3′-UTR of HSPA1A to induce ARE-mediated mRNA decay in mouse articular chondrocytes.

**Fig. 4:**
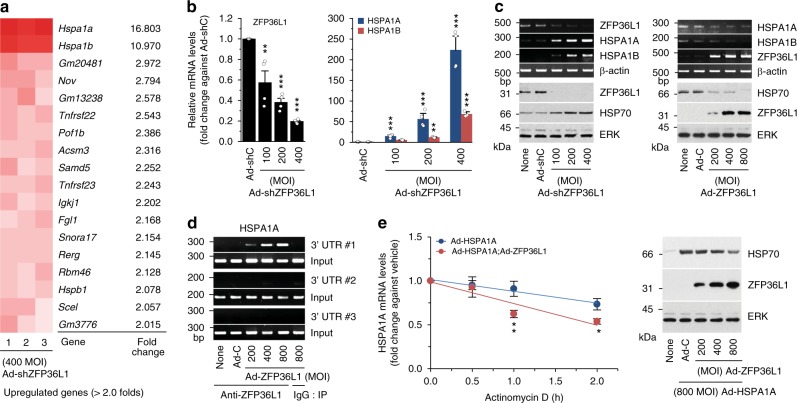
ZFP36L1 targets HSP70 family members in chondrocytes. **a** Microarray analysis of chondrocytes infected with 400 MOI of Ad-shZFP36L1 to knock down ZFP36L1 (3 replicates). **b**, **c** qRT-PCR (**b**) and RT-PCR and western blot analyses (**c**) of ZFP36L1, HSPA1A, HSPA1B, and HSP70 in chondrocytes infected with Ad-C (800 MOI) or the indicated MOIs of Ad-shZFP36L1 or Ad-ZFP36L1 for 36 h (*n* = 4). Representative images are presented (**c**). **d** RNA binding of ZFP36L1 in chondrocytes infected with Ad-C or Ad-ZFP36L1. The binding of ZFP36L1 to the 3′-UTR of HSPA1A was determined by RT-PCR of immunoprecipitates obtained using anti-ZFP36L1 or IgG. Representative images are presented from five biologically independent samples. **e** mRNA decay assay. Chondrocytes were infected with Ad-HSPA1A with or without Ad- ZFP36L1 for 12 h, and then exposed to Actinomycin D (1 μg ml^−^^1^) for the indicated time periods. The mRNA levels of HSPA1A were quantified by qRT-PCR analysis (*n* = 9). Representative western blot images of HSP70 and ZFP36L1 proteins. Means ± s.e.m. with one-way ANOVA (*P < 0.01, **P < 0.001, and ***P < 0.0001)

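Tnfrsf22 and Tnfrsf23, decoy receptors for the death ligand TRAIL, were 2.54-fold and 2.24-fold higher with Ad-shZFP36L1 than with Ad-C. Pof1b, an actin-binding protein of epithelia, was 2.39-fold higher and the Ras-related GTPase Rerg 2.14-fold. Samd5, the secreted protein Fgl1, the RNA-binding protein Rbm46 and the predicted gene Gm13238 rose by 2.25-fold, 2.17-fold, 2.13-fold and 2.58-fold. The adjusted p from limma was 0.00356 for Tnfrsf22, 0.00245 for Tnfrsf23, 0.00488 for Pof1b and 0.00282 for Rerg. It was 0.0195 for Samd5, 0.0173 for Fgl1, 0.0307 for Rbm46 and 0.0373 for Gm13238. Ccn3, listed under its older name Nov and encoding a secreted matricellular protein, had a log2 fold change of 1.48 (standard error 0.363, adjusted p = 0.0926). Scel, a protein of the epithelial envelope, had one of 1.04 (standard error 0.264, adjusted p = 0.104). Of the 18 genes in the heat map of Fig. 4a, 13 have a probe set paired with that gene alone whose folds match the study's table within 0.005. Of these 13 genes, 11 rose and 2, Ccn3 and Scel, did not pass the test. With replicate number as a block both were called. The paper does not state a pairing by number, though all 9 arrays deviated from their group means most like the arrays of their own number. All 13 have their 3 Ad-shZFP36L1 arrays above their 3 Ad-C arrays, which chance gives for 10% of probe sets, counting both directions. The study chose these genes on these arrays, so their direction is not independent evidence. Of the 11, 9 were also higher than with Ad-ZFP36L1, while Samd5 had a log2 difference between the viruses of 0.55 (adjusted p = 0.261) and Tnfrsf23 one of 0.41 (adjusted p = 0.135). Of these 9, Hspa1a and Hspa1b stayed higher without any 1 array, and for each of the other 7 leaving out 1 array or another ended that call (adjusted p from 0.0529 to 0.116). The methods' t-test called 0 of the 13 after adjustment and 13 at an unadjusted p under 0.05. The call of Samd5 ended without Ad-C replicate 1 (adjusted p = 0.0629), 2 (0.0672) or 3 (0.0622) or Ad-shZFP36L1 replicate 3 (0.0552), and that of Fgl1 without Ad-C replicate 1 (0.0719) or 2 (0.0821) or Ad-shZFP36L1 replicate 2 (0.0552). The call of Rbm46 ended without any 1 array except Ad-C replicate 3 and Ad-ZFP36L1 replicate 3 (adjusted p from 0.0536 to 0.114), and that of Gm13238 without any except Ad-ZFP36L1 replicate 2 and Ad-shZFP36L1 replicate 3 (0.0568 to 0.116).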

### HSPA1A protects against DMM-induced OA pathogenesis

As members of the HSP70 family exhibit protective effects against inflammation, oxidative stress, and apoptosis in a variety of cell types^28^, we examined whether HSPA1A mediates the inhibitory effects of ZFP36L1 knockdown in OA pathogenesis. Toward this end, we overexpressed HSPA1A in knee-joint tissues of 12-week-old male mice via IA injection of an adenovirus expressing HSPA1A (Ad-HSPA1A). Immunohistochemical staining indicated that HSPA1A was effectively overexpressed in various knee-joint tissues of these mice, including cartilage, meniscus, synovium, and ligament (Fig. 5a; Supplementary Fig. 7a). Overexpression of HSPA1A via three weekly IA injections of Ad-HSPA1A did not affect cartilage structure or synovial inflammation in non-OA mice (Fig. 5b). However, HSPA1A overexpression in joint tissues clearly abrogated the cartilage erosion caused by DMM surgery (Fig. 5c, d). DMM surgery also reduced the basal HSP70 protein levels in cartilage tissue (Supplementary Fig. 7b–d). HSP70 protein levels were markedly increased in the cartilage of sham-operated *Zfp36l1*^*+/−*^ mice or WT mice IA injected with Ad-shZFP36L1 or Ad-HSPA1A; moreover, the elevated levels of HSP70 in cartilage were maintained even after DMM surgery (Supplementary Fig. 7b–d). These results are consistent with the observed chondroprotective effects of HSPA1A. In contrast to the effects on cartilage erosion, HSPA1A overexpression had no significant effect on DMM-induced osteophyte formation or subchondral bone plate thickening (Fig. 5c, d). Our results clearly indicate that the ZFP36L1-regulated HSP70 family member, HSPA1A, exerts inhibitory effects on cartilage degeneration in post-traumatic experimental OA in mice.

**Fig. 5:**
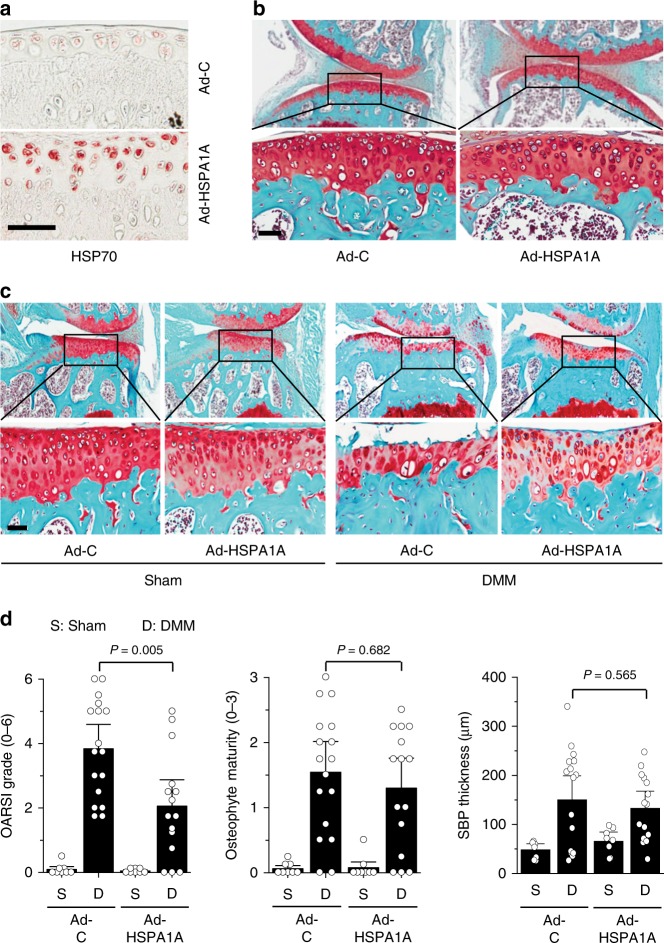
HSPA1A protects against DMM-induced cartilage destruction. **a**, **b** Representative images of HSPA1A immunostaining in cartilage (**a**) and Safranin-O staining in joint sections (**b**) of mice IA injected with Ad-C or Ad-HSPA1A (*n* = 5 mice per group) once a week for 3 weeks. **c**, **d** Representative Safranin-O staining images (**c**) and scoring of OARSI grade, osteophyte maturity, and subchondral bone plate thickness (**d**) in sham (*n* = 8 mice per group)- or DMM (*n* = 17 mice for Ad-C and 15 mice for Ad-HSPA1A)-operated mice subjected to IA injection of Ad-C as a control or Ad-HSPA1A to overexpress HSP70 in the joint tissues. Means ± 95% CI with Mann–Whitney *U* test for OARSI grade and osteophyte maturity. Means ± s.e.m. with two-tailed *t*-test for SBP thickness. SBP subchondral bone plate. Scale bar: 50 μm

### MMPs and cartilage ECMs are not direct targets of HSPA1A

To elucidate the mechanisms through which HSPA1A protects against cartilage degeneration during OA pathogenesis, we first examined whether matrix-degrading enzymes and cartilage ECM molecules are direct targets of the ZFP36L1-HSPA1A pathway. We found that MMP3, MMP13, and ADAMTS5, which are essential matrix-degrading factors in cartilage destruction^5–7^, each contain at least one ARE sequence in their 3′-UTRs (Supplementary Fig. 8a). Knockdown of ZFP36L1 via infection of Ad-shZFP36L1 abrogated the IL-1β-induced upregulation of these matrix-degrading enzymes (Fig. 6a; Supplementary Fig. 8b), suggesting that they could be direct targets of ZFP36L1. However, overexpression of ZFP36L1 did not affect the IL-1β-induced upregulation of these enzymes (Supplementary Fig. 8b, c). Furthermore, overexpression of HSPA1A did not modulate the expression levels of the matrix-degrading enzymes in the absence or presence of IL-1β (Supplementary Fig. 8d). Similarly, we observed that type II collagen, aggrecan, and their upstream transcription factor, SOX9, also contain ARE sequences in their 3′-UTRs (Supplementary Fig. 8a), but knockdown of ZFP36L1 or overexpression of HSPA1A did not modulate the expression levels of these ECM molecules (Supplementary Fig. 8b–e). Our results indicate that the examined matrix-degrading enzymes and cartilage ECM molecules are not direct targets of the ZFP36L1-HSP70 pathway, further suggesting that the protective effects of ZFP36L1 knockdown or HSPA1A overexpression on OA are not associated with the direct regulation of these catabolic and anabolic effector molecules.

**Fig. 6:**
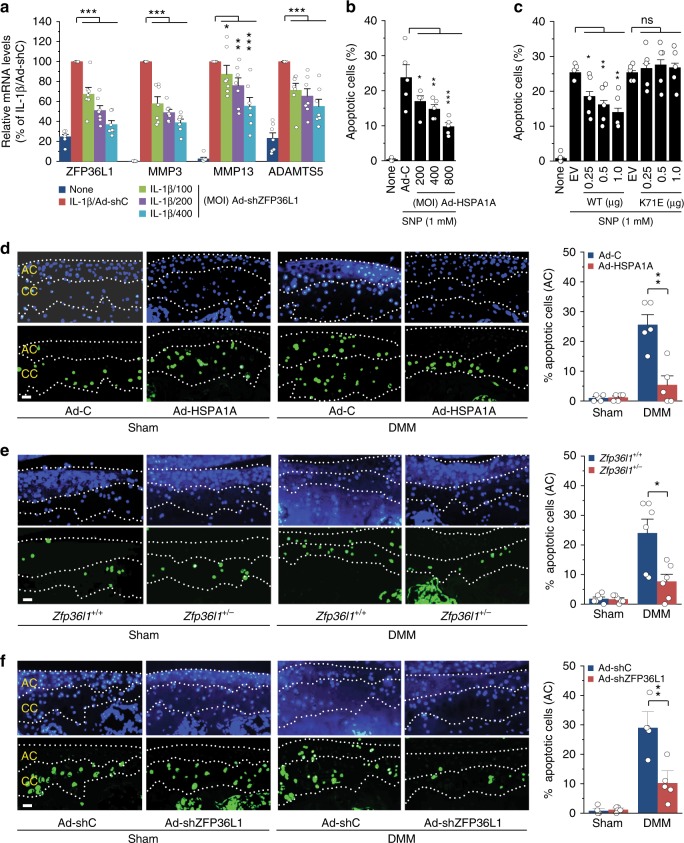
HSPA1A inhibits chondrocyte apoptosis. **a** qRT-PCR analysis (*n* = 7) of matrix-degrading enzymes in chondrocytes treated with IL-1β and infected with 400 MOI of control virus or the indicated MOIs of Ad-shZFP36L1. **b**, **c** Chondrocytes were infected with Ad-C or Ad-HSPA1A (**b**) or transfected with empty vector (EV, 1 μg) or vectors encoding WT-HSPA1A or K71E-HSPA1A (**c**) and left untreated or exposed to the NO donor, SNP, for 6 h. Apoptotic chondrocytes were identified and quantified by TUNEL staining (*n* = 5). **d**–**f** Detection and quantitation of apoptotic chondrocytes in calcified cartilage (CC) and articular cartilage (AC) of sham- or DMM-operated mice subjected to IA injection with Ad-C or Ad-HSPA1A (*n* = 5 mice per group) (**d**), sham- or DMM-operated *Zfp36l1*^*+/−*^ and WT mice (**e**; *n* = 6 mice per group), or sham- or DMM-operated mice subjected to IA injection with Ad-shC or Ad-shZFP36L1 (**f**; *n* = 5 mice per group). Means ± s.e.m. with one-way ANOVA (**a**–**c**) and two-tailed *t*-test (**d**–**f**). *P < 0.05, **P < 0.005, and ***P < 0.0005; ns, not significant. Scale bar: 50 μm

### HSPA1A modulates chondrocyte apoptosis in mice

The apoptosis of chondrocytes plays a crucial role in OA cartilage destruction^9^, and HSPA1A is known to protect various cell types from apoptosis^28^. We thus examined whether HSPA1A protects against chondrocyte apoptosis. Apoptosis of primary-culture chondrocytes was induced by treatment with the nitric oxide (NO) donor, sodium nitroprusside (SNP), as previously described^30^. SNP treatment did, indeed, cause chondrocyte apoptosis, and this was significantly inhibited by the overexpression of HSPA1A via infection of Ad-HSPA1A (Fig. 6b). To examine whether the chaperone function of HSP70 is required for the inhibition of chondrocyte apoptosis, we employed K71E-HSPA1A, which lacks ATPase activity and the chaperone function^31^. Similar to Ad-HSPA1A infection, WT-HSPA1A protected chondrocytes against SNP-induced apoptosis; in contrast, K71E-HSPA1A exerted no effect on chondrocyte apoptosis (Fig. 6c). This is consistent with a previous report that the chaperone function of HSP70 is required to protect a PEER cell line against heat-induced apoptosis^32^. We next tested whether HSPA1A modulates DMM-induced chondrocyte apoptosis in mouse cartilage tissue. Consistent with a previous report^25^, most of the detected apoptotic chondrocytes were observed in the calcified cartilage, not the articular cartilage regions, of both sham- and DMM-operated mice (Fig. 6d–f). However, DMM surgery significantly increased the number of apoptotic chondrocytes in articular cartilage regions (Fig. 6d–f). Strikingly, overexpression of HSPA1A in joint tissues via IA injection of Ad-HSPA1A significantly attenuated DMM-induced chondrocyte apoptosis in articular cartilage (Fig. 6d). Similarly, DMM-induced chondrocyte apoptosis in articular cartilage was significantly inhibited in *Zfp36l1*^*+/−*^ mice (Fig. 6e) or in WT mice IA injected with Ad-shZFP36L1 (Fig. 6f). All of these results are consistent with the ability of HSPA1A overexpression to inhibit DMM-induced cartilage destruction. Our results collectively indicate that a ZFP36L1-modulated HSP70 family member inhibits chondrocyte apoptosis both in vitro and in vivo, and thereby contributes to inhibiting OA cartilage destruction.

### Knockdown of HSPA1A abrogates the ability of ZFP36L1 in OA

Finally, we examined whether inhibiting the upregulation of HSPA1A in cartilage tissue is sufficient to restore the OA phenotype in *Zfp36l1*^*+/−*^ mice subjected to DMM surgery. Toward this end, we knocked down HSPA1A in *Zfp36l1*^*+/−*^ mice and WT littermates via IA injection of Ad-shHSPA1A in sham- or DMM-operated mice. We found that IA injection of Ad-shHSPA1A effectively inhibited the increase of HSP70 protein levels in the cartilage of DMM-operated mice (Fig. 7a). Consistent with this, knockdown of HSPA1A in *Zfp36l1*^*+/−*^ mice abolished the inhibitory effects of *Zfp36l1* KO on cartilage destruction in DMM-operated mice (Fig. 7a, b). In contrast to the effects of HSPA1A knockdown on cartilage erosion, this treatment had no significant effect on DMM-induced osteophyte formation or subchondral bone plate thickening (Fig. 7a, b). These results clearly support our contention that upregulation of HSPA1A is responsible for the inhibitory effects of ZFP36L1 knockout on DMM-induced cartilage destruction. Additionally, our results indicate that HSPA1A mediates cartilage erosion, but not osteophyte formation or subchondral bone plate thickening. This is consistent with the above observations that HSPA1A overexpression abrogated DMM-induced cartilage erosion but did not alter osteophyte formation or subchondral bone plate thickening in these mice (Fig. 5c, d).

**Fig. 7:**
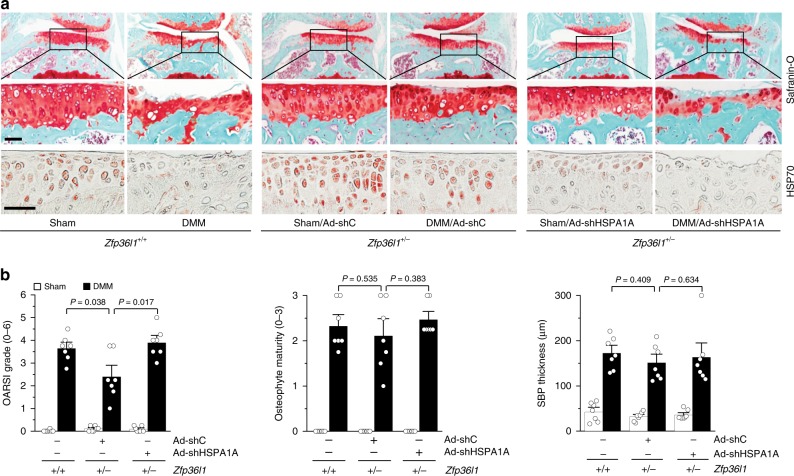
Knockdown of HSPA1A abrogates the inhibition of OA pathogenesis seen in *Zfp36l1*^*+/−*^ mice. Sham- or DMM-operated WT and *Zfp36l1*^*+/−*^ mice were IA injected with Ad-shC or Ad-shHSPA1A (*n* = 7 mice per group) and sacrificed at 8 weeks after the operation. **a** Representative images of Safranin-O staining and immunostaining of HSP70. **b** Quantitation of OA parameters (OARSI grade, osteophyte maturity, and subchondral bone plate thickness). Means ± 95% CI with Mann–Whitney *U* test for OARSI grade and osteophyte maturity. Means ± s.e.m. with two-tailed *t*-test for SBP thickness. Scale bar: 50 μm

## Discussion

We demonstrate here that the RNA-binding protein, ZFP36L1, regulates OA pathogenesis by modulating the mRNA stability of the HSP70 family members, HSPA1A and HSPA1B. We show in human and mouse chondrocytes that ZFP36L1 is upregulated by mechanical stress (i.e., DMM surgery), extracellular catabolic regulators (i.e., pro-inflammatory cytokines), and cellular catabolic mediators (i.e., HIF-2α and ZIP8). The upregulation of ZFP36L1 is necessary for the development of OA, since our results reveal that genetic ablation or knockdown of *Zfp36l1* inhibits post-traumatic OA in mice. We further report that knockdown of ZFP36L1 inhibits OA pathogenesis by upregulating HSPA1A. This HSP70 family member protects against chondrocyte apoptosis, and its overexpression in joint tissues protects mice against OA cartilage destruction. Collectively, our results indicate that ZFP36L1 could be a therapeutic target in novel efforts to combat OA pathogenesis.

A key initial finding obtained from screening RNA-binding proteins and ZFP36 family members was the observation that ZFP36L1 is specifically upregulated in OA chondrocytes. Different ZFP36 family members play distinct cellular functions^14–20^, and disruption of their specific encoding genes in mice has been reported to yield isoform-specific and non-overlapping phenotypes^14,21–23^. However, some cellular functions are regulated by multiple members of the ZFP36 family. For instance, both ZFP36L1 and ZFP36L2 promote cell quiescence^33^, thymic development, and T-lymphoblastic leukemia^34^. Here, we found that the mRNA level of ZFP36L1, but not those of other ZFP36 family members, was specifically increased in chondrocytes subjected to stimulation of OA-associated catabolic signaling. This strongly suggested that ZFP36L1 could have a specific regulatory function in OA pathogenesis. The isoform-specific and redundant functions of ZFP36 family members may reflect their actions on specific mRNA targets. Indeed, while individual isoforms regulate specific target mRNAs, some mRNAs, such as those encoding TNF-α, granulocyte macrophage colony-stimulating factor (GM-CSF), and IL-3, are regulated redundantly by ZFP36, ZFP36L1, and ZFP36L2 (refs. ^15–17^).

The in vivo relevance of the upregulation of ZFP36L1 in OA chondrocytes was clearly demonstrated by our observation that the disruption or downregulation of *Zfp36l1* significantly abrogated DMM-induced OA pathogenesis in mice. We used *Zfp36l1*^*+/−*^ mice for our experimental OA study because the corresponding homozygous mice (*Zfp36l1*^−/−^) are not viable^22^. We found that deletion of one allele of *Zfp36l1* was sufficient to inhibit the OA pathogenesis induced by DMM surgery. Similarly, our previous work demonstrated that mice heterozygous for other deletions, including those of *Epas1* (encoding HIF-2α)^11^, *Slc39a8* (ZIP8)^12^, and *Esrrg* (ERRγ)^24^, exhibit significant reductions in DMM-induced OA pathogenesis. These molecules are essential catabolic regulators of OA pathogenesis, and their homozygous deletions are lethal. The use of a chondrocyte-specific conditional KO (cKO) system, instead of whole-body heterozygous KO, might provide valuable insights into the role of ZFP36L1 in chondrocytes during OA cartilage destruction. Because we focused mainly on a role for ZFP36L1 in chondrocytes, the limitation of current studies is the lack of chondrocyte-specific cKO system. However, OA is a whole-joint disease that involves multiple cell types and multiple pathological changes in all joint tissues^2,3^. Therefore, whole-body deletion and whole-joint knockdown of a target gene may be alternative strategies than its cell-type-specific alteration when seeking to examine OA as a whole-joint disease. One interesting finding of the current study is that although deletion or knockdown of *Zfp36l1* inhibited OA pathogenesis, ZFP36L1 overexpression in joint tissues was not sufficient to cause changes in cartilage structure or synovial inflammation. Indeed, we did not detect any marked modulation of HSPA1A mRNA levels in chondrocytes overexpressing ZFP36L1. This might reflect that HSPA1A is expressed at a low level in the absence of extracellular stress.

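The log2 value of Hspa1a was 5.09 ± 0.215 (SD, n = 3) in chondrocytes infected with Ad-ZFP36L1, 1.26-fold the Ad-C level, and it did not pass the test. Its log2 fold change was 0.33 (standard error 0.158, adjusted p = 0.745 from limma). Hspa1b stood at 7.04 ± 0.028 (SD, n = 3), with a log2 fold change of 0.28 (standard error 0.168, adjusted p = 0.785). The log2 difference between Ad-shZFP36L1 and Ad-ZFP36L1 was 3.74 for Hspa1a (adjusted p = 3.94e-05) and 3.17 for Hspa1b (adjusted p = 0.000185). Of the 15 measured HSP70 genes, 0 were higher and 0 lower with Ad-ZFP36L1 by limma, at an adjusted p as at an unadjusted p under 0.05, and 0 by the methods' t-test. Their log2 fold changes ran from −0.05 to 0.33 with a median of 0.05. Over the whole array, 2 probe sets rose with Ad-ZFP36L1 and 0 fell, and both belong to Zfp36l1 itself. At an unadjusted p under 0.05, 1397 probe sets were higher and 1420 lower, where chance alone gives 2067 in all. The methods' t-test called 1 probe set higher, again of Zfp36l1, and 0 lower after adjustment. Without Ad-ZFP36L1 replicate 2, the unnamed probe sets 17200991 (log2 fold change 1.36) and 17201239 (−2.05) were also called, and without Ad-ZFP36L1 replicate 3, the unnamed probe set 17202821 (−1.48).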

As ZFP36L1 regulates cellular functions by enhancing the decay of target mRNAs^14–17^, we examined whether direct effector molecules of OA cartilage destruction, such as matrix-degrading enzymes and cartilage ECM molecules, are targeted by ZFP36L1 in chondrocytes. We found that although the examined matrix-degrading enzymes (MMP3, MMP13, and ADAMTS5), ECM molecules (type II collagen and aggrecan), and SOX9 all contained AREs in their 3′-UTRs, they are not direct targets of ZFP36L1. Interestingly, knockdown of ZFP36L1 inhibited the IL-1β-induced upregulation of MMP3, MMP13, and ADAMTS5. However, knockdown of ZFP36L1 alone in the absence of IL-1β did not affect the mRNA levels of these enzymes, indicating that ZFP36L1 indirectly modulates the IL-1β-induced increase of these matrix-degrading enzymes. Recently, McDermott et al.^35^ demonstrated that the siRNA-mediated downregulation of ZFP36 in human articular chondrocytes and SW1353 chondrosarcoma cells regulated the mRNA levels of SOX9 and aggrecan, whereas that of MMP13 was regulated by the RNA-binding protein, human antigen R (HuR). In the present study, we found that OA-associated catabolic signaling did not modulate the expression of ZFP36 in primary-culture mouse articular chondrocytes. Therefore, future studies are needed to assess the in vivo relevance of the ability of ZFP36 to regulate SOX9 and aggrecan. The ZFP36L1 targets that have been identified in various cell types include TNF-α, GM-CSF, IL-3, vascular endothelial growth factor (VEGF), cellular inhibitor of apoptosis protein-2 (c-IAP2), steroidogenic acute regulatory protein, low density lipoprotein receptor (LDLR), Notch1, Stat5b, Bcl2, Cdk5, etc.^17,31,36–40^. However, our microarray analysis indicated that the mRNA levels of the ZFP36L1 targets reported in other cell types were not markedly modulated by ZFP36L1 knockdown in primary-culture chondrocytes. Instead, we unexpectedly found that the HSP70 family members, HSPA1A and HSPA1B, are direct targets of ZFP36L1 in chondrocytes. 

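Stat5b, a transcription factor of cytokine signalling, was 1.54-fold higher with Ad-shZFP36L1 than with Ad-C, and Bcl2, an inhibitor of apoptosis, was 0.746-fold. The log2 fold change of Stat5b was 0.62 (standard error 0.093, adjusted p = 0.0155 from limma, n = 3 arrays per group). For Bcl2 it was −0.42 at the brighter probe set (standard error 0.08, adjusted p = 0.0387) and −0.25 at the other (adjusted p = 0.409). The other 8 measured genes did not pass the test, with log2 fold changes from −0.22 for the cytokine Csf2 to 0.20 for Star, which carries cholesterol into mitochondria. Among them, Tnf had a log2 fold change of 0.05 (adjusted p = 0.78), Il3 one of 0.15, the c-IAP2 gene Birc3 one of −0.14, and the growth factor Vegfa one of −0.19. The receptor Notch1 had one of 0.19 and the kinase Cdk5 one of 0.03. Adjusted over the list alone, 1 was higher and 1 lower. The median over the 10 genes was 0.04, and camera gave an adjusted p of 0.92. The methods' t-test called neither Stat5b (adjusted p = 0.196, the highest over its alternatives, which start at 0.00453) nor Bcl2 (0.218, the highest over alternatives that start at 0.0124). The Stat5b call ended without Ad-C replicate 1 (adjusted p = 0.0585) or 3 (0.051) or Ad-shZFP36L1 replicate 2 (0.0515) or 3 (0.058), and that of Bcl2 ended without any 1 of the 9 arrays (0.0589 to 0.128).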

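Hmox1, which breaks down heme, was 1.71-fold higher with Ad-shZFP36L1 than with Ad-C (adjusted p = 0.0067 from limma, n = 3 arrays per group), and Osgin1, another oxidative stress gene, was 1.86-fold higher (adjusted p = 0.00432). The largest falls among probe sets of 1 gene were those of the secreted proteins C1qtnf3 and Fstl1, at 0.257-fold (adjusted p = 0.00661) and 0.266-fold (adjusted p = 0.000793) of the Ad-C level. Mapk6, an atypical MAP kinase, fell by 1.68 on the log2 scale (standard error 0.078, adjusted p = 8.98e-05), Dennd10 by 1.67 (0.073, adjusted p = 6.59e-05) and the actin-binding protein Cnn1 by 1.65 (0.085, adjusted p = 0.000152). The ceramide synthase Cers6 had a log2 fold change of −1.58 (adjusted p = 0.00222), the secreted protein Srpx2 −1.57 (adjusted p = 0.00237), the ubiquitin ligase Itch −1.48 (adjusted p = 0.00075) and Igfbp4, which binds insulin-like growth factors, −1.47 (adjusted p = 0.00339). Hapln1, which links aggrecan to hyaluronan in cartilage, had a log2 fold change of −1.16 (standard error 0.119, adjusted p = 0.00361), and Timp3, an inhibitor of matrix-degrading enzymes, one of −0.60 (standard error 0.069, adjusted p = 0.00574). In all of these genes the 3 Ad-shZFP36L1 arrays lay beyond the 3 Ad-C arrays, and the calls held without any 1 array. Angptl7, a secreted angiopoietin-like protein, fell by 1.69 (standard error 0.291, adjusted p = 0.0265), though not without any 1 of the Ad-C arrays or Ad-ZFP36L1 replicates 1 or 2 (adjusted p from 0.0511 to 0.112), nor with only the 6 arrays of the comparison. Of 24 measured NRF2 and oxidative stress genes, 4 rose and 0 fell (8 and 1 adjusted over the list alone, 10 and 2 at an unadjusted p under 0.05), with a median log2 fold change of 0.13. The 4 are Hmox1, Osgin1, Gclc and Txnrd1. Osgin1 is listed in Supplementary Table 2, which the study ranked on these arrays, so its call is not independent evidence. Gclc was not called without any 1 of the Ad-C arrays, Ad-ZFP36L1 replicates 2 or 3, or Ad-shZFP36L1 replicates 1 or 2 (adjusted p from 0.051 to 0.0984). Txnrd1 was not called without any 1 of the Ad-C arrays, Ad-ZFP36L1 replicate 2, or Ad-shZFP36L1 replicates 1 or 2 (adjusted p from 0.0542 to 0.0895). The list's camera adjusted p was 0.00489 (adjusted p = 0.523 with an estimated correlation). Of 19 p53 targets, the cell cycle inhibitor Cdkn1a and the stress gene Trp53inp1 rose and 0 fell (7 and 1 adjusted over the list alone), with a median of 0.19 and a camera adjusted p of 0.00111 (adjusted p = 0.492 with an estimated correlation). The call of Cdkn1a ended without Ad-C replicate 1 (adjusted p = 0.0658) or 2 (0.0806), and that of Trp53inp1 without Ad-C replicate 2 (0.0523) or Ad-shZFP36L1 replicate 3 (0.0532). Of 31 type I interferon response genes, Stat2, which carries interferon signals, rose and 0 fell (3 and 0 adjusted over the list alone), though not without Ad-C replicate 1 (adjusted p = 0.0529) or 2 (0.0701). Their median was 0.16 and their camera adjusted p 0.00845 (adjusted p = 0.523 with an estimated correlation, adjusted p = 0.0543 without Ad-C replicate 3). The methods' t-test after adjustment called 0 genes of these lists and 0 of the genes named here. Of the probe sets without a gene name here, 5, with 3 different sets of values, rose by more than any probe set with a gene name.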

Of the mRNAs altered by the Ad-shZFP36L1-mediated knockdown of ZFP36L1 in chondrocytes, the mRNAs encoding HSPA1A and HSPA1B showed the most marked increases. Furthermore, our RIP and mRNA decay assays clearly indicated that the mRNA encoding HSPA1A is a direct target of ZFP36L1. Although we focused on HSPA1A in the present work, our results indicated that HSPA1B mRNA would also be a target of a ZFP36L1. The 3′-UTRs of HSPA1A and HSPA1B both contain several AREs, and are likely to undergo similar regulation by ZFP36L1. Additionally, the sequences of HSPA1A and HSPA1B differ by only 10 nucleotides and one amino acid^29^.

Consistent with the ZFP36L1 knockdown-induced inhibition of DMM-induced OA pathogenesis, overexpression of the ZFP36L1 target, HSPA1A, in mouse joint tissues also inhibited DMM-induced cartilage destruction. Moreover, knockdown of HSPA1A in *Zfp36l1*^*+/−*^ mice abolished the inhibitory effects of *Zfp36l1* KO on cartilage destruction in DMM-operated mice. We additionally found that HSPA1A inhibited the NO-induced apoptosis of primary-culture chondrocytes and decreased DMM-induced chondrocyte apoptosis in vivo. Our results are fully consistent with the known functions of HSP70 family members in chondrocytes and cartilage. For instance, studies have shown that the protein levels of HSP70 are elevated in chondrocytes of human and mouse OA cartilage^41,42^, and that various anti-apoptotic agents, including glutamine, hyperbaric oxygen, and *N*-{(1Z)-5,6-dimethyl-3-oxo-8-[(4,4,5,5,5-pentafluoropentyl)thio]-2,3-dihydro-1*H*-imidazo[5,1-c][1,4]thiazin-1-ylidene}-4-methylbenzenesulfonamide (ITZ-1), inhibit NO-induced chondrocyte apoptosis via overexpression of the HSP70 protein^43–45^. Indeed, experimentally overexpressed HSP70 was found to prevent NO-induced apoptosis in rabbit articular chondrocytes^46^. Our results are consistent with those of a recent report by Grossin et al., in which gene transfer of HSP70 in rat chondrocytes was found to confer cytoprotection in vitro and during experimental OA^47^. Although accumulating evidence indicates that upregulated HSP70 in chondrocytes exerts protective effects, little was previously known about the upstream signaling molecules responsible for regulating HSP70 expression. Therefore, our results provide novel insight into the regulatory mechanisms through which HSP70 family members are upregulated in chondrocytes.

We found that genetic ablation or knockdown of ZFP36L1 abrogated all examined manifestations of DMM-induced OA (cartilage erosion, osteophyte formation, and subchondral bone plate thickening). However, overexpression or knockdown of HSPA1A appeared to modulate only DMM-induced cartilage erosion, as no change was seen in osteophyte formation or subchondral bone plate thickening. OA is well recognized as a whole-joint disease that occurs in all tissues of the affected joint^2,3^. However, the contributions and relationships of the events seen during OA pathogenesis are not yet clear. For instance, it has long been debated whether subchondral bone sclerosis acts as a driving force for cartilage breakdown or arises as a consequence of articular cartilage catabolism^2,3^. As summarized by Loeser et al.^2^, it is becoming clear that different mediators regulate each event. For instance, osteophyte formation is regulated by transforming growth factor (TGF)-β and bone morphogenetic protein (BMP)-2; subchondral bone sclerosis is mediated by Wnt/β-catenin, sclerostin, BMPs, and insulin like growth factor (IGF)-1; and cartilage erosion is mediated by upregulation of matrix-degrading enzymes, downregulation of ECM molecules, and apoptosis of chondrocytes. Therefore, ZFP36L1 appears to regulate multiple factors that are responsible for mediating cartilage erosion, osteophyte formation, and subchondral bone sclerosis, whereas downstream targets of HSPA1A regulate mediators of cartilage destruction.

In summary, we herein demonstrate that OA involves the specific upregulation of the RNA-binding protein, ZFP36L1, which regulates the HSPA1A mRNA as a direct target. HSPA1A protects against OA by inhibiting chondrocyte apoptosis. Additionally, either downregulation of ZFP36L1 or overexpression of HSPA1A in joint tissues is sufficient to inhibit experimental OA in mice. Our results collectively suggest that the ZFP36L1 could be an effective therapeutic target in the fight against OA, as overexpression of the ZFP36L1 target, HSPA1A, is sufficient to inhibit post-traumatic OA in mice.

## Methods

### Human OA cartilage and experimental OA in mice

Human OA cartilage was sourced from individuals undergoing arthroplasty^11,12,24–26^. The Institutional Review Board of Wonkwang University Hospital approved the use of these materials, and all participants provided written informed consent before the operative procedure. We have complied with all relevant ethical regulations with approved study protocols. C57BL/6J mice were used for the experimental OA studies. *Zfp36l1*^*+/−*^ mice (8-bp insertion/42-bp deletion in exon 2) were generated by ToolGen, Inc. All experiments were approved by the Animal Care and Use Committee of Gwangju Institute of Science and Technology. We have complied with all relevant ethical regulations with approved study protocols. Experimental OA was induced in 12-week-old male mice by DMM surgery or by IA injection (once weekly for 3 weeks) of adenovirus (1 × 10^9^ plaque-forming units [PFUs] in a total volume of 10 μl) expressing ZFP36L1 (Ad-ZFP36L1), HSP70 (Ad-HSPA1A), ZIP8 (Ad-ZIP8), or HIF-2α (Ad-HIF-2α)^11,12,24–26^. Mice were sacrificed 8 weeks after DMM surgery or 3 or 8 weeks after the first IA injection, and subjected to histological and biochemical analyses.

### Histology and immunohistochemistry

Human OA cartilage was frozen, sectioned at a thickness of 5 μm, and fixed in paraformaldehyde. Sulfate proteoglycan was detected with Alcian blue staining. Mouse knee joints were fixed in 4% paraformaldehyde, decalcified in 0.5 M EDTA, and embedded in paraffin. The paraffin blocks were sectioned at a thickness of 5 μm and the sections were deparaffinized in xylene, hydrated with graded ethanol, and stained with Safranin-O. Cartilage destruction was scored by three observers under blinded conditions using the OARSI scoring system (grade 0–6)^48^. The OARSI scores are presented as the mean of the maximum score in each mouse, and each representative Safranin O-stained image was selected from the most advanced lesion among serial sections. Synovitis (grade 0–3) was determined by Safranin-O and hematoxylin staining^24–26^. Osteophyte formation was identified by Safranin-O staining, and osteophyte size was measured with an Aperio Image Scope V12 (Leica Biosystems)^24–26^. Subchondral bone sclerosis was determined by measuring the thickness of the subchondral bone plate^24–26^. ZFP36L1, HSP70, MMP3, and MMP13 were detected by immunohistochemical staining of human and mouse cartilage sections, as performed using following antibodies: rabbit polyclonal antibody against ZFP36L1 (1:100 dilution, ab209419; Abcam); rabbit polyclonal antibody (1:1000 dilution, AF1663; R&D systems) or mouse monoclonal antibody (3.5 μg ml^−1^, ab5442; Abcam) against HSP70; rabbit polyclonal antibody (4 μg ml^−1^, ab52915; Abcam) against MMP3; and rabbit polyclonal antibody (1:100 dilution, ab51072; Abcam) against MMP13.

### Skeletal staining

Skeletons of whole-mouse embryos were stained with Alcian blue and Alizarin red^24–26^. Briefly, whole embryos were skinned, eviscerated, fixed with 95% ethanol for 4 days, and immersed in acetone for 3 days. Samples were stained in a freshly prepared staining solution composed of 1 volume of 0.3% Alcian blue 8GX in 70% ethanol, 1 volume of 0.1% Alizarin red S in 95% ethanol, 1 volume of 100% acetic acid, and 17 volumes of 100% ethanol. The samples were sequentially destained with 1% KOH for up to 48 h and with 20% glycerol containing 1% KOH for 14 days. Images were acquired using a Zeiss SteREO Discovery V12 microscope.

### Primary culture of articular chondrocytes

Chondrocytes were isolated from the femoral condyles and tibial plateaus of postnatal day 5 WT or *Zfp36l1*^*+/−*^ mice by digestion of cartilage tissue with 0.2% collagenease^49^. The cells were maintained as a monolayer in Dulbecco’s modified Eagle’s medium (DMEM; Gibco) supplemented with 10% fetal bovine serum and antibiotics (penicillin G and streptomycin). Passage 0 cell were used for analyses unless otherwise indicated.

### Infection and IA injection in mice

The adenoviruses Ad-C (1060), Ad-ZFP36L1 (ADV-276800), Ad-HSPA1A (ADV-277566), and Ad-ZIP8 (ADV-272407) were purchased from Vector Biolabs. The adenovirus-expressing mouse HIF-2α was produced by Newgex. The control shRNA (1122N), Ad-shHSPA1A (shADV-277566), and Ad-shZFP36L1 (shADV-276800) were purchased from Vector Biolabs. Mouse articular chondrocytes were cultured for 2 days, infected with the indicated MOIs of adenovirus for 2 h, and cultured in the presence or absence of pharmacological agents for an additional 24 h. Adenovirus (1 × 10^9^ PFUs in a total volume of 10 μl) was injected into the knee joints of mice once per week for 3 weeks^11,12,24–26^. Mice were sacrificed 3 or 8 weeks after the first injection of adenovirus.

### Western blotting

Total cell lysates were prepared in lysis buffer (150 mM NaCl, 1% NP-40, 50 mM Tris, 0.2% sodium dodecyl sulfate [SDS], 5 mM NaF) and used to detect ZFP36L1 or HSP70. All lysis buffers contained a cocktail of protease inhibitors and phosphatase inhibitors (Roche). The following antibodies were used for western blotting: rabbit polyclonal anti-ZFP36L1 (10 μg ml^−1^, SC-134091; Santa Cruz Biotech.); rabbit polyclonal anti-HSP70 (1:1000 dilution, #4872; Cell Signaling); anti-MMP3 (clone EP1186Y, 1 μg ml^−1^, ab52915; Abcam); anti-MMP13 (clone EP1263Y, 1:1000 dilution, ab51072; Abcam); anti-GFP (1:4000 dilution, ab290; Abcam); anti-lamin B (1:2000 dilution, SC-6216; Santa Cruz Biotech.); and anti-ERK (1:2000 dilution, 610408; BD Biosciences).

### RT-PCR and qRT-PCR

Total RNA was extracted from primary-culture chondrocytes using the TRI reagent (Molecular Research Center, Inc.). Total RNA was reverse transcribed, and the resulting cDNA was PCR-amplified using the PCR primers and experimental conditions summarized in Supplementary Table 4. qRT-PCR reactions were performed using an iCycler thermal cycler (Bio-Rad) and SYBR premixExTaq. For each target gene, the transcript levels were normalized with respect to that of β-actin and expressed as a fold-change relative to the indicated control.

### mRNA decay assay

Primary-culture chondrocytes were infected with 800 MOI of Ad-HSPA1A to overexpress HSPA1A. The cells were co-infected with 800 MOI of Ad-C or Ad-ZFP36L1 for 12 h, and exposed to actinomycin D (1 μg ml^−1^) for the indicated time periods. Total RNA was reverse transcribed and HSPA1A mRNA levels were quantified by qRT-PCR. The mRNA levels were normalized to those of glyceraldehyde-3-phosphate dehydrogenase (GAPDH).

### RIP assay

The RNA-binding protein immunoprecipitation assay was performed using a Magna RIP™ RNA-Binding Protein Immunoprecipitation Kit (Millipore) according to the manufacturer’s instructions. Briefly, 70% confluent mouse articular chondrocytes were infected with Ad-ZFP36L1 and Ad-HSPA1A at the indicated MOIs for 24 h. Cell lysates were immunoprecipitated with anti-ZFP36L1 (3 μg, 101AP; FabGennix International) or control IgG (1 μg, CS200621; EMD Millipore Corp.) antibody. RNA was extracted from immobilized magnetic bead-bound complexes. The immunoprecipitated RNA was reverse transcribed, and the resulting cDNA was PCR-amplified. qRT-PCR reactions were performed using an iCycler thermal cycler (Bio-Rad) and SYBR premixExTaq (TaKaRa Bio). The primers for the RIP assay were designed to amplify three different ARE-containing regions of the *Hspa1a* 3′-UTR region (Supplementary Table 4). For each target gene, the transcript levels were normalized that of GAPDH and expressed as a fold-change relative to the indicated control.

### Microarray analyses

Microarray analysis of chondrocytes stimulated by IL-1β treatment or overexpression of HIF-2α or ZIP8 was performed as described previously^11,12,24–26^. We also performed microarray analysis in chondrocytes infected with Ad-ZFP36L1 or Ad-shZFP36L1. Briefly, total RNA was extracted from mouse articular chondrocytes using a Purelink RNA mini kit (Ambion). The concentration, purity, and integrity of the extracted RNA were determined by NanoDrop 2000 spectrophotometry (Thermo Scientific). RNA from mouse chondrocytes was analyzed using Affymetrix Gene Chip arrays (Affymetrix GeneChip Mouse Gene 2.0 ST Array) in accordance with the Affymetrix protocol (Macrogen Inc.). The probe signals in the raw data were normalized with respect to the RMA (Robust Multi-array Average) for each separate data set (infection of Ad-C, Ad-ZFP36L1 or Ad-shZFP36L1). Normalization was performed using R v.3.3.2 with Affy package v.1.52.0 (Affymetrix Inc.). To identify DEGs (differentially expressed genes), we performed the Student’s *t*-test followed by the Benjamini–Hochberg multiple hypothesis test for each group using Python v.3.4.3 and StatsModels library v.0.8.0 (Python Software Foundation). 

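With these thresholds on the limma fit, 25 probe sets were higher and 99 lower with Ad-shZFP36L1 than with Ad-C (3 arrays per group). Those of Hspa1a, Hspa1b, Hspb1, the TRAIL decoy receptors Tnfrsf22 and Tnfrsf23, Pof1b and Rerg are among the 25. The probe sets of C1qtnf3, Fstl1, Mapk6, Cnn1, Hapln1 and Reep4 are among the 99. Reep4, which shapes the endoplasmic reticulum, had a log2 fold change of −1.36 (standard error 0.132, adjusted p = 0.00299). Tgfbr1, a receptor of TGF-β, had one of −1.05 (standard error 0.13, adjusted p = 0.00774), a call that ended with only the 6 arrays of the comparison. In the fit of only the probe sets paired with 1 gene, 13 were higher and 63 lower. The methods' t-test with Benjamini-Hochberg adjustment on the same arrays called 5 probe sets higher and 1 lower at these thresholds. The 5 are unnamed here, and the 1 is Fnbp1l, an actin-regulating protein singled out after its value was seen, with a log2 fold change of −1.18 (adjusted p = 0.0331 by the methods' t-test, 0.000619 from limma). At an unadjusted p under 0.05 the methods' t-test gave 34 higher and 163 lower beyond 1 log2 unit. The base of the logarithm in the fold threshold is not given in the paper's text and was taken as 2.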

The cutoff values for DEG identification were adjusted such that the *P*-value was smaller than 0.05 (FDR < 0.05) and the absolute value of the Log Fold Change was greater than 1 (|LogFC| > 1).

### Apoptosis assay

Primary-culture chondrocytes were infected with 800 MOI of Ad-C or Ad-HSPA1A for 24 h. The cells were exposed to the NO donor, SNP, to induce apoptosis^30^. Apoptotic chondrocytes were detected by TUNEL (terminal deoxynucleotidyl transferase dUTP nick-end labeling) assay using a kit from Roche Diagnostics. To examine apoptosis of chondrocytes in cartilage tissue, sham- or DMM-operated mice were IA injected with Ad-C or Ad-HSPA1A to overexpress the HSPA1A protein, and the TUNEL assay was used to detect apoptotic chondrocytes in joint sections.

### Statistical analysis

All statistical analyses were performed using the IBM SPSS Statistics 21 software. For cell-based in vitro studies, a two-tailed Student’s *t*-test with unequal sample sizes and variances was used for pair-wise comparisons and one-way analysis of variance (ANOVA) with post hoc tests was used for multi-comparisons. Data collected from mouse experiments were analyzed using the nonparametric Mann–Whitney *U* test. Each *n* number indicates the number of biologically independent samples, mice per group, or human specimens. Significance was accepted at the 0.05 level of probability (*P* < 0.05). Each bars represent s.e.m. for parametric data and the calculated 95% confidence intervals (CIs) for nonparametric data.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The microarray data have been deposited to the Gene Expression Omnibus under accession codes GSE104794 (for HIF-2α), GSE104795 (for ZIP8), GSE104793 (for IL-1β), and GSE110581 (for ZFP36L1). All other data supporting the findings of this study are available within the paper and its supplementary information files.

# Supplementary material for: RNA-binding protein ZFP36L1 regulates osteoarthritis by modulating members of the heat shock protein 70 family
**Source:** Nat Commun. 2019 Jan 8;10:77. doi: 10.1038/s41467-018-08035-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

RNA-binding protein ZFP36L1 regulates osteoarthritis by modulating members of the heat shock protein 70 family

by Young-Ok Son et al.

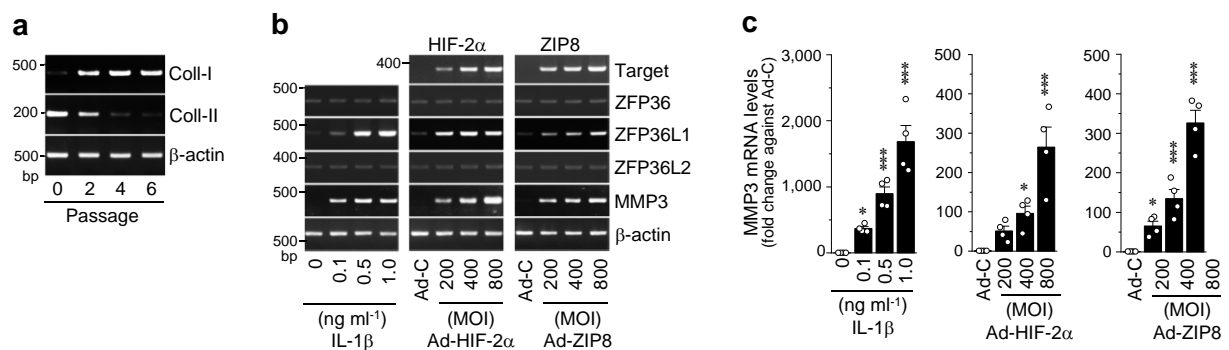

Supplementary Fig. 1. Upregulation of ZFP36L1 in chondrocytes stimulated by OA-associated catabolic signaling. (a) Chondrocytes were sub-cultured up to passage 6. Presented are representative RT-PCR images of type I collagen (Coll-I) and type II collagen (Coll-II) in chondrocytes of the indicated passages ($n = 4$). (b, c) Chondrocytes were treated with IL-1 β for 36 hours or infected with 800 MOI of Ad-C or the indicated MOIs of Ad-HIF-2 α or Ad-ZIP8 for 36 hours. The indicated mRNAs were detected by RT-PCR (b), and the mRNA levels of MMP3 were quantified by qRT-PCR analysis (c, $n = 4$). Values are presented as means $\pm$ s.e.m. (* $P < 0.05$, ** $P < 0.005$, and *** $P < 0.0005$; one-way ANOVA).

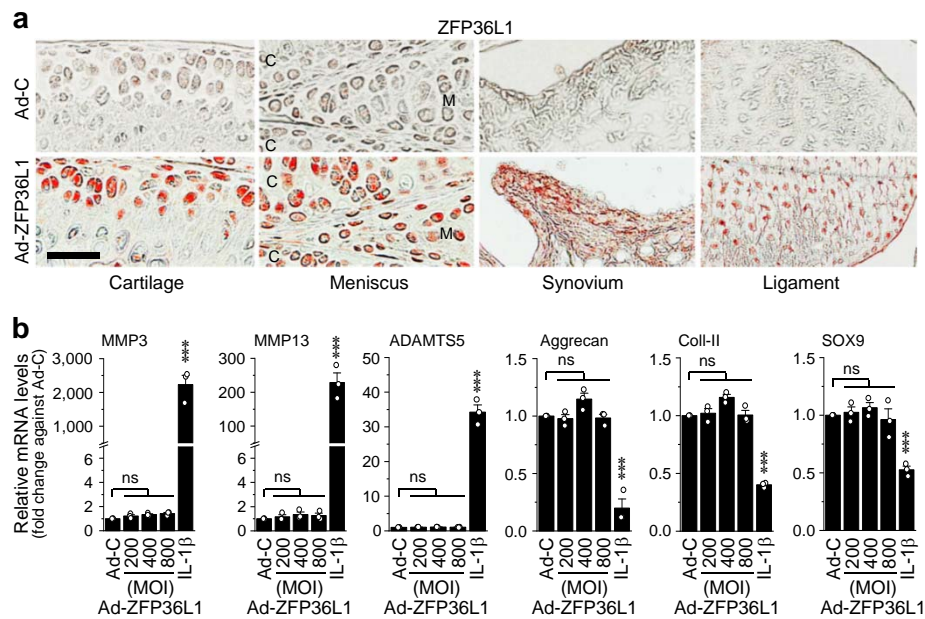

Supplementary Fig. 2. Overexpression of ZFP36L1 in joints tissues of mice IA-injected with Ad-ZFP36L1. (a) Mice were IA injected with Ad-C as a control or Ad-ZFP36L1. ZFP36L1 protein was detected by immunostaining of the indicated tissues. Representative images are presented ($n = 5$ mice per group). (b) RT-PCR analyses ($n = 3$) of indicated molecules in chondrocytes infected with 800 MOI of Ad-C or the indicated MOI of Ad-ZFP36L1. IL-1 β (1 ng ml $^{-1}$, 36 hours) was used as a positive control. Values are presented as means $\pm$ s.e.m ($***P < 0.0001$; one-way ANOVA. ns, not significant). C, cartilage; M, meniscus.

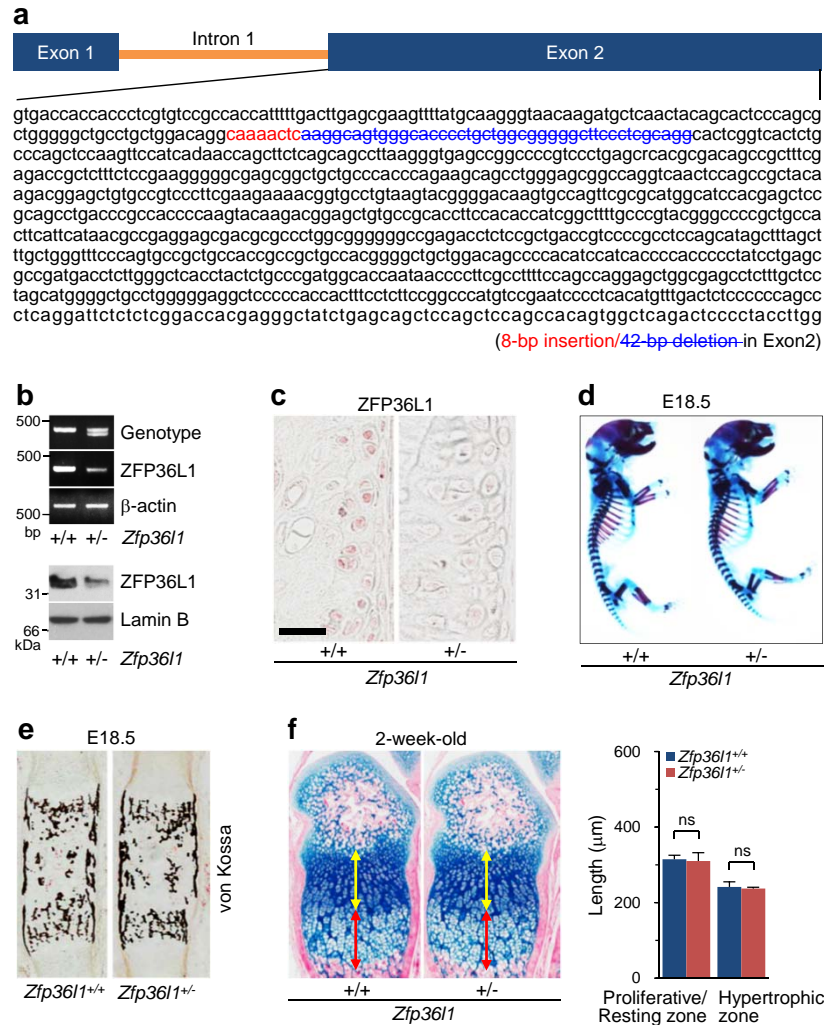

Supplementary Fig. 4. Characterization of *Zfp36l1*^{+/-} mice. (a) An 8-bp insertion and a 42-bp deletion in exon2 of *Zfp36l1* were used to generate *Zfp36l1*^{+/-} mice. (b) Genotypes and mRNA and protein levels of ZFP36L1 in chondrocytes of *Zfp36l1*^{+/-} mice and their WT littermates, as determined by PCR and Western blotting. β -actin and lamin B were used as loading controls. (c) Immunohistochemical staining of ZFP36L1 in the cartilage sections of 10-week-old *Zfp36l1*^{+/-} mice and their WT littermates. (d-f) Skeletal staining of E18.5 embryos (d), von Kossa staining of E18.5 metatarsal bone (e), Alcian blue/nuclear fast red staining of metatarsal bones from 2-week-old mice, and the lengths of the indicated zones (f) in *Zfp36l1*^{+/-} mice and WT littermates ($n = 7$ mice per group). Values are presented as means $\pm$ s.e.m.; ns, not significant by two-tailed t -test. Scale bar: 50 μ m.

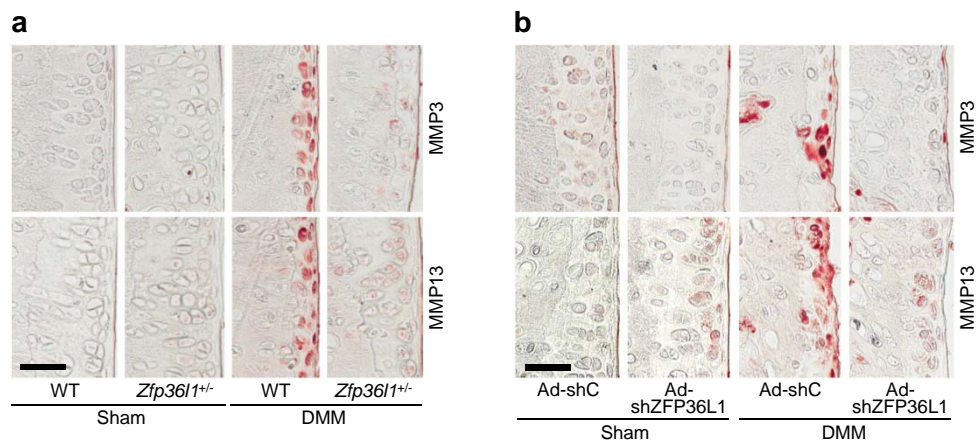

Supplementary Fig. 5. Expression of MMP3 and MMP13 in DMM-operated cartilage tissue. (a, b) Representative immunostaining images of MMP3 and MMP13 in cartilage sections of sham- or DMM-operated WT and *Zfp361*^{+/-} mice (a, *n* = 5 mice per group) and WT mice subjected to IA injection with Ad-shC or Ad-shZFP36L1 (b, *n* = 5 mice per group). Scale bar: 50 μm.

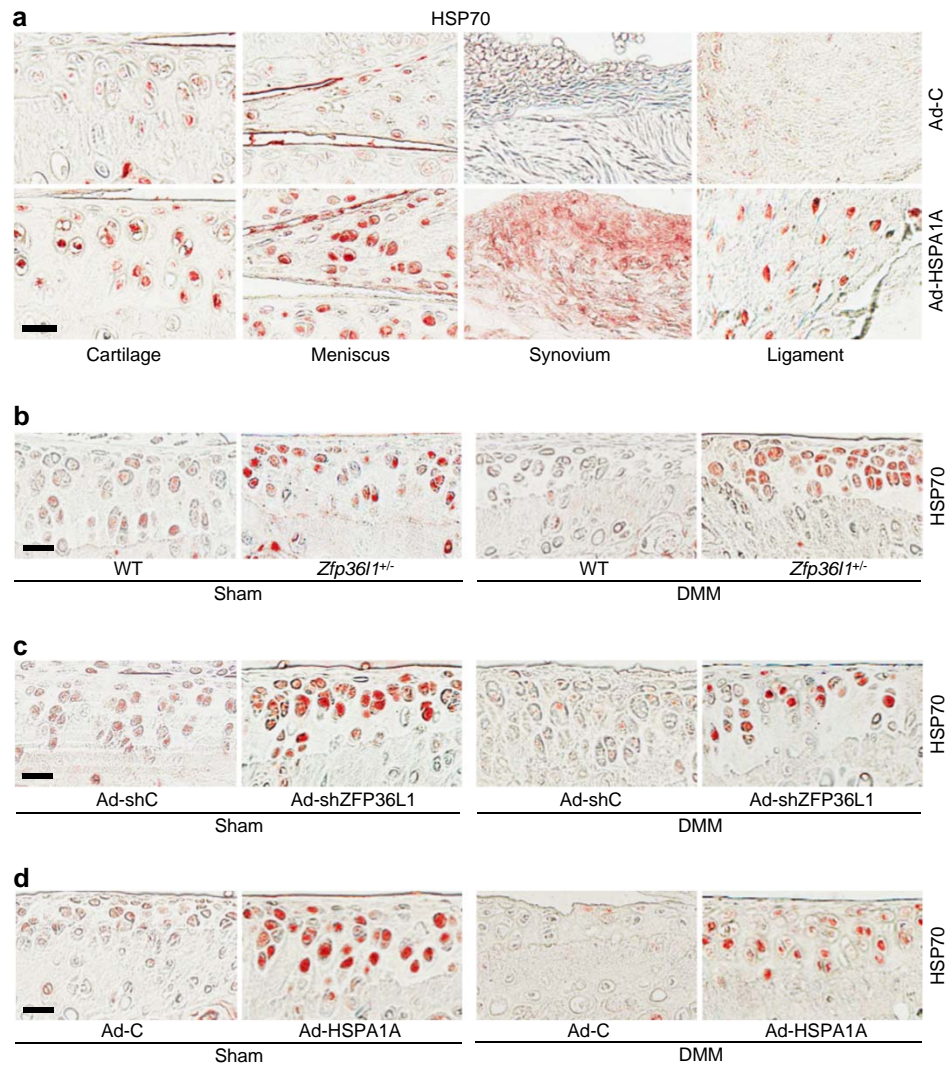

Supplementary Fig. 7. Expression of HSP70 in cartilage tissue. (a) Representative immunostaining images of HSP70 in the indicated joint sections of mice IA injected with Ad-C or Ad-HSPA1A ($n = 6$ mice per group). (b) Representative immunostaining images of HSP70 in cartilage of sham- or DMM-operated *Zfp361*^{+/-} and WT mice ($n = 6$ mice per group). (c) Representative immunostaining images of HSP70 in cartilage of sham- or DMM-operated mice IA injected with Ad-shC or Ad-shZFP36L1 ($n = 6$ mice per group). (d) Representative immunostaining images of HSP70 in cartilage of sham- or DMM-operated mice IA injected with Ad-C or Ad-HSPA1A ($n = 6$ mice per group).

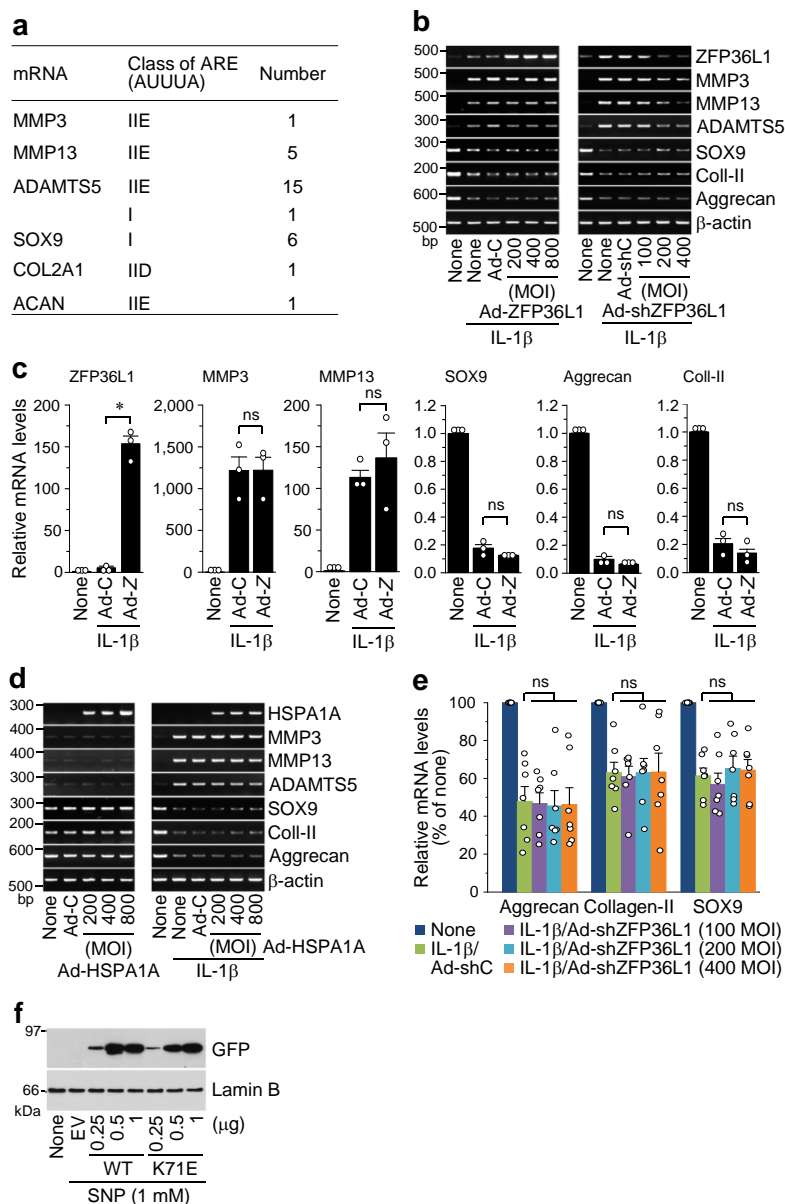

Supplementary Fig. 8. Matrix-degrading enzymes and cartilage ECM molecules are not direct targets of ZFP36L1 in chondrocytes. (a) The AREs in the 3'-UTRs of the indicated molecules. (b) RT-PCR analysis of the indicated molecules in chondrocytes infected with Ad-ZFP36L1 or Ad-shZFP36L1 in the absence or presence of IL-1 β (1 ng ml⁻¹ for 24 hours). (c) qRT-PCR analysis ($n = 3$) of the indicated molecules in chondrocytes infected with Ad-C or Ad-ZFP36L1 (Ad-Z) followed by exposure to IL-1 β (1 ng ml⁻¹ for 24 hours). (d) RT-PCR analysis of the indicated molecules in chondrocytes infected with Ad-HSPA1A with or without IL-1 β treatment (1 ng ml⁻¹ for 24 h). (e) qRT-PCR analysis of the indicated molecules in chondrocytes infected with Ad-shC as a control or with Ad-shZFP36L1 ($n = 7$), followed by exposure to IL-1 β (1 ng ml⁻¹ for 24 hours). (f) Chondrocytes were transfected with vectors encoding WT-HSPA1A or K71E-HSPA1A in the presence or absence of SNP (1 mM) for 12 hours. Representative Western blot images of flagged GFP ($n = 4$). Values are presented as means $\pm$ s.e.m. (* $P < 0.01$; ns, not significant; two-tailed t -test (c) and one-way ANOVA (e). β -actin and lamin B were used as a loading control.

Supplementary Fig. 9. Uncropped scans of the gel images. (a-l) Uncropped immunoblots related to Figures 2c (a), 4c (b), 4d (c), 4e (d), S1b (e), S1a (f), S3 (g), S4b (h), S6a (i), S8b (j), S8d (k), and S8f (l).

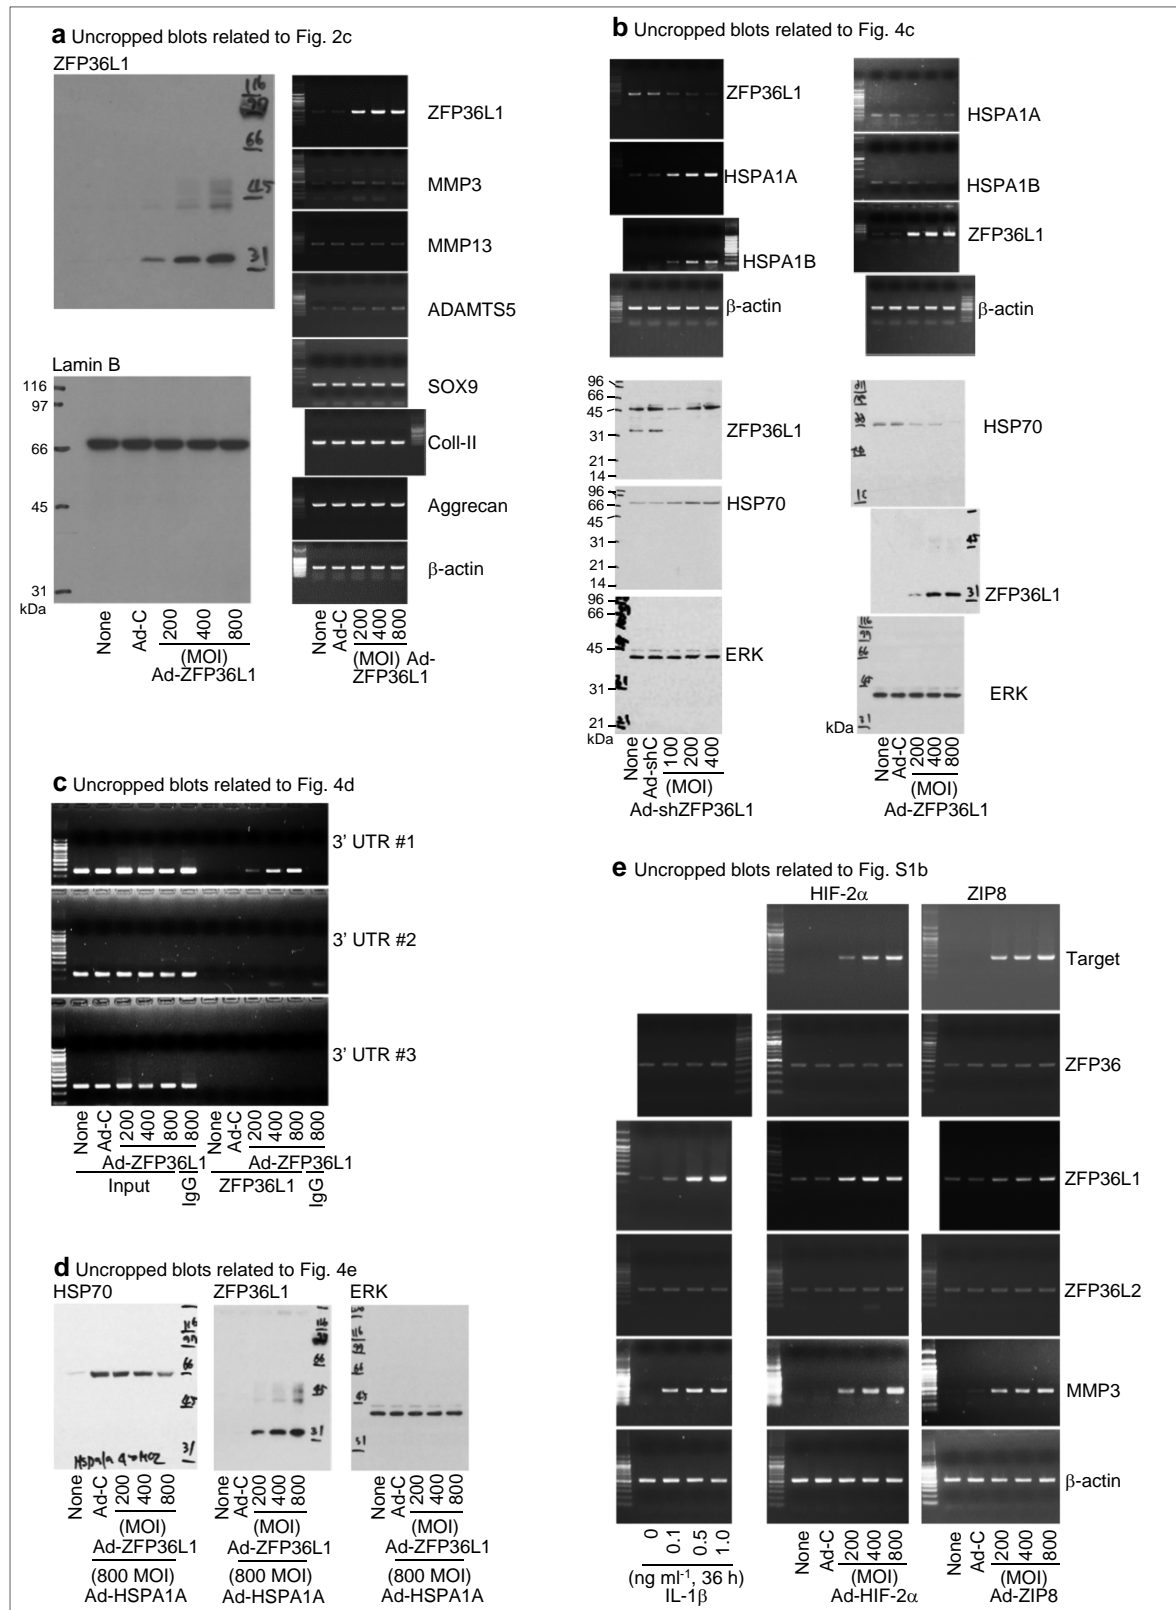

f Uncropped blots related to Fig. S1a

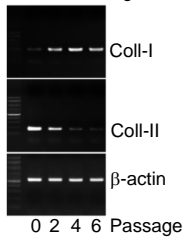

h Uncropped blots related to Fig. S4b

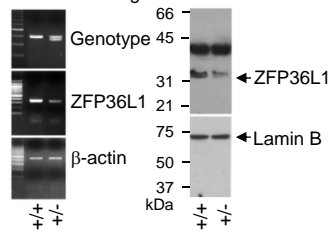

g Uncropped blots related to Fig. S3

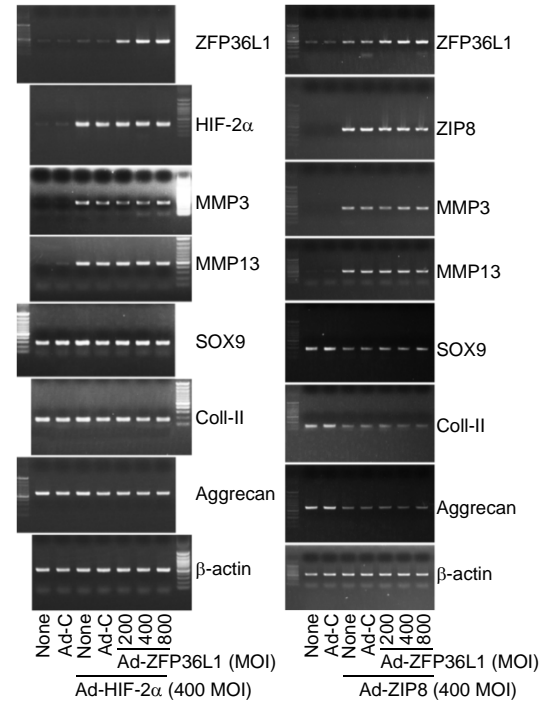

i Uncropped blots related to Fig. S6a

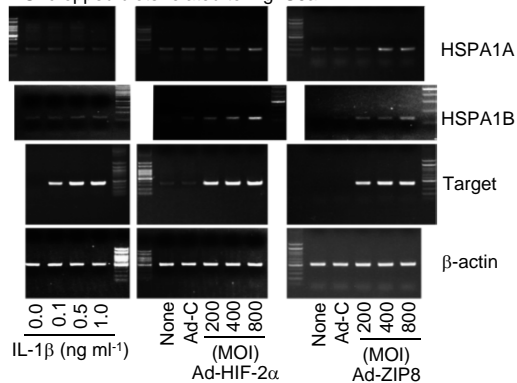

j Uncropped blots related to Fig. S8b

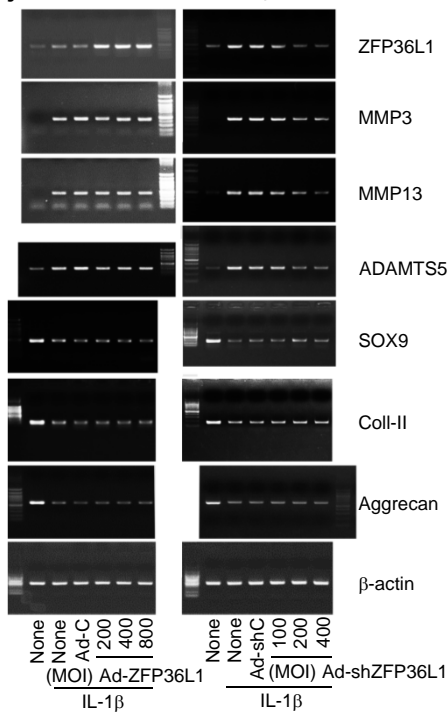

k Uncropped blots related to Fig. S8d

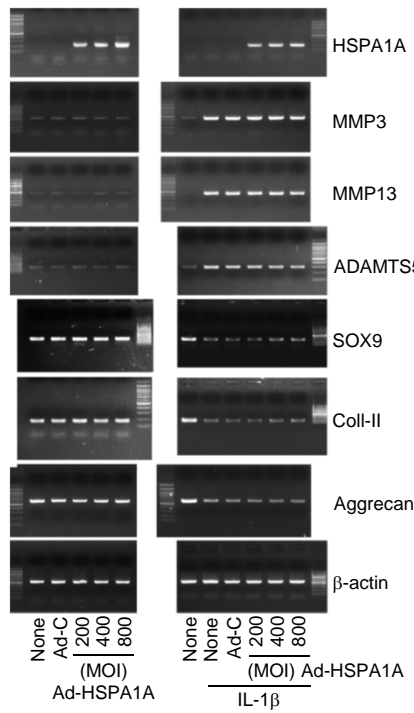

l Uncropped blots related to Fig. S8f

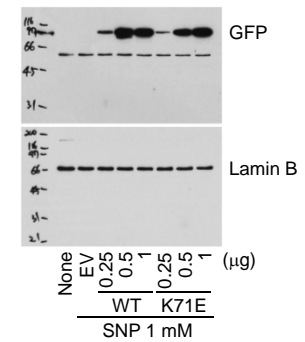

Supplementary Table 1. mRNA levels of 114 genes involved in mRNA catabolic process in chondrocytes treated with IL-1 β (1 ng ml⁻¹, 36 h) or infected with 800 MOI of Ad-HIF-2 α or Ad-ZIP8 (36 h).

Gene symbol	Definition	Fold change		
		IL-1 β	Ad-HIF-2 α	Ad-ZIP8
<i>Ago1</i>	Argonaute 1	1.14 $\pm$ 0.14	1.09 $\pm$ 0.08	1.10 $\pm$ 0.08
<i>Ago2</i>	Argonaute 2	1.07 $\pm$ 0.05	1.15 $\pm$ 0.10	1.04 $\pm$ 0.08
<i>Ago3</i>	Argonaute3	0.86 $\pm$ 0.07	1.10 $\pm$ 0.15	1.03 $\pm$ 0.13
<i>Ago4</i>	Argonaute 4	1.27 $\pm$ 0.15	0.94 $\pm$ 0.17	0.91 $\pm$ 0.14
<i>Atm</i>	Serine-protein kinase ATM	0.78 $\pm$ 0.09	1.05 $\pm$ 0.16	1.19 $\pm$ 0.14
<i>Auh</i>	ethylglutaconyl-CoA hydratase	1.56 $\pm$ 0.23	1.27 $\pm$ 0.24	1.19 $\pm$ 0.22
<i>Casc3</i>	Protein CASC3	1.00 $\pm$ 0.04	0.89 $\pm$ 0.03	0.93 $\pm$ 0.04
<i>Cnot1</i>	CCR4-NOT transcription complex subunit 1	1.14 $\pm$ 0.04	1.04 $\pm$ 0.11	1.00 $\pm$ 0.09
<i>Cnot2</i>	CCR4-NOT transcription complex subunit 2	1.03 $\pm$ 0.12	0.94 $\pm$ 0.04	0.96 $\pm$ 0.06
<i>Cnot3</i>	CCR4-NOT transcription complex subunit 3	0.92 $\pm$ 0.07	1.02 $\pm$ 0.07	1.01 $\pm$ 0.09
<i>Cnot4</i>	CCR4-NOT transcription complex subunit 4	0.97 $\pm$ 0.04	0.97 $\pm$ 0.06	0.97 $\pm$ 0.07
<i>Cnot6</i>	CCR4-NOT transcription complex subunit 6	0.97 $\pm$ 0.14	0.97 $\pm$ 0.05	0.96 $\pm$ 0.03
<i>Cnot6l</i>	CCR4-NOT transcription complex subunit 6-like	1.01 $\pm$ 0.07	0.98 $\pm$ 0.10	0.94 $\pm$ 0.04
<i>Cnot7</i>	CCR4-NOT transcription complex subunit 7	1.28 $\pm$ 0.13	0.92 $\pm$ 0.04	0.89 $\pm$ 0.04
<i>Cnot8</i>	CCR4-NOT transcription complex subunit 8	0.89 $\pm$ 0.09	0.82 $\pm$ 0.08	0.81 $\pm$ 0.07
<i>Cpeb3</i>	Cytoplasmic polyadenylation element-binding protein 3	1.10 $\pm$ 0.13	0.84 $\pm$ 0.12	0.86 $\pm$ 0.09
<i>Csde1</i>	Cold shock domain-containing protein E1	1.12 $\pm$ 0.07	1.09 $\pm$ 0.06	1.08 $\pm$ 0.06
<i>Dcp1a</i>	mRNA-decapping enzyme 1A	0.99 $\pm$ 0.10	0.92 $\pm$ 0.08	0.91 $\pm$ 0.03
<i>Dcp1b</i>	mRNA-decapping enzyme 1B	0.97 $\pm$ 0.09	0.94 $\pm$ 0.12	0.99 $\pm$ 0.14
<i>Dcp2</i>	m7GpppN-mRNA hydrolase	0.83 $\pm$ 0.15	0.89 $\pm$ 0.07	1.06 $\pm$ 0.06
<i>Dhx34</i>	Probable ATP-dependent RNA helicase DHX34	0.83 $\pm$ 0.09	0.89 $\pm$ 0.07	0.90 $\pm$ 0.08
<i>Dis3</i>	Exosome complex exonuclease RRP44	0.58 $\pm$ 0.01	0.78 $\pm$ 0.07	0.83 $\pm$ 0.07
<i>Dis3l1</i>	DIS3-like exonuclease 1	0.86 $\pm$ 0.05	0.97 $\pm$ 0.13	1.00 $\pm$ 0.19
<i>Dis3l2</i>	DIS3-like exonuclease 2	1.11 $\pm$ 0.11	1.08 $\pm$ 0.07	1.05 $\pm$ 0.08
<i>Dxo</i>	Decapping and exoribonuclease protein	1.05 $\pm$ 0.10	1.01 $\pm$ 0.11	0.97 $\pm$ 0.15
<i>Etf1</i>	Eukaryotic peptide chain release factor subunit 1	0.82 $\pm$ 0.08	0.91 $\pm$ 0.04	0.92 $\pm$ 0.05
<i>Eif3e</i>	Eukaryotic translation initiation factor 3 subunit E	1.01 $\pm$ 0.21	0.97 $\pm$ 0.07	1.03 $\pm$ 0.09
<i>Eif4a3</i>	Eukaryotic initiation factor 4A-III	0.85 $\pm$ 0.14	0.95 $\pm$ 0.13	0.96 $\pm$ 0.12

<i>Eri1</i>	3-5 exoribonuclease 1	0.71 ± 0.10	1.10 ± 0.10	1.13 ± 0.12
<i>Exosc2</i>	Exosome complex component RRP4	0.65 ± 0.03	0.92 ± 0.10	0.95 ± 0.11
<i>Exosc3</i>	Exosome complex component RRP40	0.94 ± 0.10	1.00 ± 0.13	0.98 ± 0.11
<i>Exosc4</i>	Exosome complex component RRP41	0.81 ± 0.10	0.87 ± 0.07	0.93 ± 0.09
<i>Exosc5</i>	Exosome complex component RRP46	0.70 ± 0.04	0.93 ± 0.07	1.05 ± 0.06
<i>Exosc7</i>	Exosome complex component RRP42	0.87 ± 0.07	0.87 ± 0.11	0.93 ± 0.12
<i>Exosc8</i>	Exosome complex component RRP43	0.56 ± 0.05	1.04 ± 0.21	1.05 ± 0.27
<i>Exosc9</i>	Exosome complex component RRP45	0.86 ± 0.04	0.90 ± 0.07	0.92 ± 0.05
<i>Exosc10</i>	Exosome component 10	1.05 ± 0.06	1.07 ± 0.07	1.13 ± 0.04
<i>Gspt1</i>	Eukaryotic peptide chain release factor GTP-binding subunit ERF3A	0.76 ± 0.09	0.90 ± 0.08	0.92 ± 0.09
<i>Gspt2</i>	Eukaryotic peptide chain release factor GTP-binding subunit ERF3B	1.22 ± 0.10	1.12 ± 0.18	1.08 ± 0.20
<i>Gtpbp1</i>	GTP-binding protein 1	0.88 ± 0.05	1.05 ± 0.11	1.00 ± 0.10
<i>Gtpbp2</i>	GTP-binding protein 2	0.90 ± 0.05	1.09 ± 0.18	1.10 ± 0.20
<i>Hnrnpr</i>	Heterogeneous nuclear ribonucleoprotein R	0.94 ± 0.10	0.99 ± 0.08	1.00 ± 0.11
<i>Khsrp</i>	Far upstream element-binding protein 2	0.95 ± 0.06	1.01 ± 0.07	1.02 ± 0.07
<i>Lsm1</i>	U6 snRNA-associated Sm-like protein LSm1	0.86 ± 0.07	1.02 ± 0.07	0.98 ± 0.04
<i>Lsm2</i>	U6 snRNA-associated Sm-like protein LSm2	0.71 ± 0.13	1.05 ± 0.16	1.04 ± 0.09
<i>Lsm3</i>	U6 snRNA-associated Sm-like protein LSm3	0.73 ± 0.18	1.07 ± 0.19	1.22 ± 0.21
<i>Lsm4</i>	U6 snRNA-associated Sm-like protein LSm4	0.74 ± 0.12	0.94 ± 0.09	1.02 ± 0.13
<i>Lsm5</i>	U6 snRNA-associated Sm-like protein LSm5	0.73 ± 0.13	0.95 ± 0.21	0.92 ± 0.24
<i>Lsm6</i>	U6 snRNA-associated Sm-like protein LSm6	0.93 ± 0.04	1.07 ± 0.16	1.18 ± 0.17
<i>Lsm7</i>	U6 snRNA-associated Sm-like protein LSm7	0.68 ± 0.09	0.83 ± 0.13	0.99 ± 0.16
<i>Magoh</i>	Protein mago nashi homolog	0.75 ± 0.09	0.92 ± 0.05	0.87 ± 0.10
<i>Magohb</i>	Protein mago nashi homolog 2	0.72 ± 0.13	0.82 ± 0.18	0.83 ± 0.16
<i>Mex3d</i>	RNA-binding protein MEX3D	1.16 ± 0.08	0.99 ± 0.16	1.09 ± 0.13
<i>Mir466l</i>	microRNA 466l	1.21 ± 0.12	1.08 ± 0.34	0.78 ± 0.23
<i>Mirlet7b</i>	MicroRNA Let-7b	1.28 ± 0.60	1.07 ± 0.13	1.17 ± 0.17
<i>Mirlet7c-1</i>	MicroRNA Let-7c	1.19 ± 0.48	1.06 ± 0.28	1.06 ± 0.11
<i>Mirlet7c-2</i>	microRNA let7c-2	0.88 ± 0.33	0.97 ± 0.33	1.00 ± 0.30
<i>Mtpap</i>	Poly(A) RNA polymerase, mitochondrial	0.98 ± 0.10	0.89 ± 0.07	0.94 ± 0.07
<i>Nanos1</i>	Nanos homolog 1	0.91 ± 0.17	1.02 ± 0.07	1.02 ± 0.06
<i>Nanos2</i>	Nanos homolog 2	0.85 ± 0.22	0.94 ± 0.09	0.97 ± 0.08

<i>Nanos3</i>	Nanos homolog 3	1.01 ± 0.18	0.99 ± 0.23	1.02 ± 0.24
<i>Nbas</i>	Neuroblastoma-amplified sequence	0.65 ± 0.09	0.77 ± 0.06	0.74 ± 0.03
<i>Ncbp1</i>	Nuclear cap-binding protein subunit 1	0.85 ± 0.09	1.09 ± 0.09	1.05 ± 0.07
<i>Ncbp2</i>	Nuclear cap-binding protein subunit 2	0.91 ± 0.04	0.85 ± 0.08	0.91 ± 0.08
<i>Nudt16</i>	U8 snoRNA-decapping enzyme	1.16 ± 0.09	0.98 ± 0.08	0.94 ± 0.10
<i>Pabpc1</i>	Polyadenylate-binding protein 1	1.09 ± 0.05	1.05 ± 0.03	1.07 ± 0.05
<i>Pan2</i>	PAN2-PAN3 deadenylation complex catalytic subunit PAN2	0.90 ± 0.04	1.03 ± 0.09	0.96 ± 0.13
<i>Pan3</i>	PAN2-PAN3 deadenylation complex subunit PAN3	1.13 ± 0.11	1.01 ± 0.04	1.01 ± 0.04
<i>Papd4</i>	Poly(A) RNA polymerase GLD2	0.63 ± 0.15	0.72 ± 0.06	0.75 ± 0.07
<i>Papd5</i>	Non-canonical poly(A) RNA polymerase PAPD5	0.98 ± 0.07	1.00 ± 0.08	1.00 ± 0.08
<i>Parn</i>	Poly(A)-specific ribonuclease PARN	0.86 ± 0.08	0.91 ± 0.06	0.99 ± 0.06
<i>Pelo</i>	Protein pelota homolog	0.91 ± 0.03	0.87 ± 0.06	0.87 ± 0.07
<i>Polr2d</i>	DNA-directed RNA polymerase II subunit RPB4	1.21 ± 0.14	1.03 ± 0.15	0.96 ± 0.14
<i>Polr2g</i>	DNA-directed RNA polymerase II subunit RPB7	0.85 ± 0.06	0.77 ± 0.05	0.87 ± 0.06
<i>Ptbp1</i>	Polypyrimidine tract-binding protein 1	0.81 ± 0.07	1.03 ± 0.03	1.01 ± 0.02
<i>Pnpt1</i>	Polyribonucleotide nucleotidyltransferase 1, mitochondrial	0.79 ± 0.16	0.88 ± 0.07	0.95 ± 0.06
<i>Pnrc2</i>	Proline-rich nuclear receptor coactivator 2	0.84 ± 0.07	0.83 ± 0.10	0.91 ± 0.08
<i>Pym1</i>	Partner of Y14 and mago	0.96 ± 0.10	1.12 ± 0.10	1.10 ± 0.09
<i>Rbm8a</i>	RNA-binding protein 8A	0.93 ± 0.14	0.86 ± 0.12	0.89 ± 0.11
<i>Rbm8a2</i>	RNA binding motif protein 8A2	0.97 ± 0.13	0.99 ± 0.13	1.16 ± 0.21
<i>Rc3h1</i>	Roquin-1	1.43 ± 0.11	1.22 ± 0.13	1.17 ± 0.12
<i>Rnps1</i>	RNA-binding protein with serine-rich domain 1	0.88 ± 0.06	0.93 ± 0.09	0.99 ± 0.08
<i>Rqcd1</i>	CCR4-NOT transcription complex subunit 9	0.73 ± 0.06	0.92 ± 0.06	0.98 ± 0.07
<i>Secisbp2</i>	Selenocysteine insertion sequence-binding protein 2	0.91 ± 0.04	0.90 ± 0.07	0.87 ± 0.08
<i>Smg1</i>	Serine/threonine-protein kinase SMG1	1.12 ± 0.07	0.96 ± 0.17	0.96 ± 0.15
<i>Smg5</i>	Protein SMG5	0.93 ± 0.06	0.89 ± 0.04	0.90 ± 0.06
<i>Smg6</i>	Telomerase-binding protein EST1A	1.02 ± 0.11	0.93 ± 0.06	0.93 ± 0.06
<i>Smg7</i>	Protein SMG7	0.94 ± 0.06	0.86 ± 0.05	0.88 ± 0.04
<i>Smg8</i>	Protein SMG8	0.92 ± 0.17	1.05 ± 0.07	1.06 ± 0.07
<i>Smg9</i>	Protein SMG9	1.20 ± 0.23	1.05 ± 0.05	1.09 ± 0.05
<i>Supv3l1</i>	ATP-dependent RNA helicase SUPV3L1, mitochondrial	0.85 ± 0.07	0.84 ± 0.03	0.87 ± 0.03
<i>Thrap3</i>	Thyroid hormone receptor-associated protein 3	0.93 ± 0.15	0.90 ± 0.07	0.90 ± 0.05
<i>Tnrc6a</i>	Trinucleotide repeat-containing gene 6A protein	1.06 ± 0.12	0.95 ± 0.03	0.96 ± 0.05

<i>Tnrc6b</i>	Trinucleotide repeat-containing gene 6B protein	0.96 ± 0.09	0.99 ± 0.26	0.98 ± 0.15
<i>Tnrc6c</i>	Trinucleotide repeat-containing gene 6C protein	0.95 ± 0.04	0.90 ± 0.04	0.94 ± 0.04
<i>Tob1</i>	Protein Tob1	1.60 ± 0.17	1.11 ± 0.15	1.05 ± 0.14
<i>Tut1</i>	Speckle targeted PIP5K1A-regulated poly(A) polymerase	0.90 ± 0.07	0.87 ± 0.05	0.88 ± 0.06
<i>Uhmkl</i>	Serine/threonine-protein kinase Kist	0.91 ± 0.07	0.88 ± 0.08	0.85 ± 0.07
<i>Upf1</i>	Regulator of nonsense transcripts 1	0.81 ± 0.05	0.94 ± 0.10	0.98 ± 0.08
<i>Upf2</i>	Regulator of nonsense transcripts 2	1.10 ± 0.27	1.00 ± 0.05	0.97 ± 0.06
<i>Upf3b</i>	Regulator of nonsense transcripts 3B	1.05 ± 0.24	1.11 ± 0.05	1.04 ± 0.08
<i>Wdr61</i>	WD repeat-containing protein 61	0.98 ± 0.07	0.89 ± 0.10	0.97 ± 0.10
<i>Xrn1</i>	5-3 exoribonuclease 1	1.21 ± 0.14	1.03 ± 0.14	1.00 ± 0.11
<i>Zc3h12d</i>	Probable ribonuclease ZC3H12D	0.94 ± 0.18	0.86 ± 0.11	0.96 ± 0.19
<i>Zc3hav1</i>	Zinc finger CCCH-type antiviral protein 1	0.81 ± 0.04	1.50 ± 0.16	1.24 ± 0.06
<i>Zcchc6</i>	Terminal uridylyltransferase 7	1.46 ± 0.13	1.02 ± 0.05	0.97 ± 0.04
<i>Zcchc11</i>	Terminal uridylyltransferase 4	1.07 ± 0.10	0.93 ± 0.11	0.94 ± 0.07
<i>Zfp36</i>	mRNA decay activator protein ZFP36	1.05 ± 0.09	1.34 ± 0.29	1.14 ± 0.17
<i>Zfp36l1</i>	mRNA decay activator protein ZFP36L1	3.32 ± 0.39	2.07 ± 0.26	1.86 ± 0.28
<i>Zfp36l2</i>	mRNA decay activator protein ZFP36L2	1.14 ± 0.12	1.49 ± 0.19	1.55 ± 0.20
<i>Zfp36l3</i>	mRNA decay activator protein ZFP36L3	0.88 ± 0.09	1.05 ± 0.10	1.06 ± 0.14
<i>Zhx2</i>	Zinc fingers and homeoboxes protein 2	0.94 ± 0.09	1.01 ± 0.10	1.01 ± 0.07
<i>Zpr1</i>	Zinc finger protein ZPR1	0.64 ± 0.05	0.86 ± 0.07	0.93 ± 0.06

Supplementary Table 2. List of top 50 upregulated genes following knockdown of ZFP36L1 via Ad-shZFP36L1 infection in chondrocytes. Chondrocytes were infected with Ad-shZFP36L1 (400 MOI) or Ad-ZFP36L1 (800 MOI) for 36 h. Fold changes against Ad-shControl or Ad-Control are presented.

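Myd88, the adaptor of Toll-like receptor signalling, and Mettl7a1, a methyltransferase-like protein, were 1.86-fold and 1.98-fold higher with Ad-shZFP36L1 than with Ad-C. Rgs2, a brake on G-protein signalling, was 1.95-fold higher, the peptidase Enpep 1.93-fold and the transcriptional corepressor Tle1 1.75-fold. Their adjusted p from limma was 0.00199 for Myd88, 0.00867 for Mettl7a1, 0.00469 for Rgs2, 0.0067 for Enpep and 0.00843 for Tle1 (n = 3 arrays per group). The osteoarthritis-related genes Ptgs2, which makes prostaglandins, and Prg4, which encodes lubricin, had log2 fold changes of 0.83 (standard error 0.273, adjusted p = 0.195) and 0.90 (standard error 0.382, adjusted p = 0.31). With replicate number as a block both were called (adjusted p = 0.0107 and 0.014). A pairing by number is not stated in the paper. By their deviations from the group means, all 9 arrays were closest to the array of their own number in both other groups. Of the genes of Supplementary Table 2, 44 have a probe set of their own. Of these 44, 30 rose, 0 fell and 14 did not pass the test, of which the replicate block called 12 (42 higher and 0 lower at an unadjusted p under 0.05). Adjusted over the list alone, 42 were higher and 0 lower. Without Ad-C replicate 1, 18 of the 44 were higher. The dimmer probe sets of Rgs2 and Tle1 had log2 fold changes of 0.18 (adjusted p = 0.697) and 0.00 (adjusted p = 0.993). The study ranked these genes on these arrays, so the list is not independent evidence of its direction. The median log2 fold change was 0.91, with a camera adjusted p of 6.25e-39 and an adjusted p of 0.0226 with an estimated correlation. With Ad-ZFP36L1, 0 of the 44 passed the test in either direction (11 higher and 1 lower at an unadjusted p under 0.05, 7 and 0 adjusted over the list alone). The median with Ad-ZFP36L1 was 0.21, which is no evidence of a rise, because both comparisons share the Ad-C arrays on which the genes were ranked. Tested against Ad-ZFP36L1 directly, 20 of the 44 were higher with Ad-shZFP36L1 and 0 lower (35 and 0 at an unadjusted p under 0.05, 33 and 0 adjusted over the list alone). That 20 became 9, 8 and 9 without Ad-ZFP36L1 replicates 1, 2 and 3, and 13 and 10 without Ad-shZFP36L1 replicates 1 and 3. The methods' t-test after adjustment called 0 of the 44 against Ad-C with either virus, and 2, Hspa1b and Myd88, between the viruses.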

Gene symbol	Definition	Accession number	Fold change	
			Ad-shZFP36L1	Ad-ZFP36L1
<i>Hspa1a</i>	Heat shock protein 1A	NM_007564	16.803	1.256
<i>Hspa1b</i>	Heat shock protein 1B	NM_010478	10.970	1.218
<i>Gm20481</i>	Predicted gene 20481	ENSMUST00000173680	2.972	1.081
<i>Nov</i>	Nephroblastoma-overexpressed gene	NM_010930	2.794	1.688
<i>Gm13238</i>	Carnitine deficiency-associated gene expressed in ventricle 3 pseudogene	NR_033612	2.578	0.761
<i>Tnfrsf22</i>	TNF receptor superfamily, member 22	NM_001311145	2.543	1.404
<i>Pof1b</i>	Premature ovarian failure 1B	NM_181579	2.386	1.174
<i>Acsm3</i>	Acyl-CoA synthetase medium-chain family member 3	NM_016870	2.316	0.875
<i>Samd5</i>	Sterile α motif domain-containing 5	NM_177271	2.252	1.537
<i>Tnfrsf23</i>	TNF receptor superfamily, member 23	NM_001308111	2.243	1.683
<i>Igkj1</i>	Immunoglobulin kappa joining 1	OTTMUST00000133379	2.202	0.810
<i>Fgl1</i>	Fibrinogen-like protein 1	NM_145594	2.168	1.047
<i>Snora17</i>	Small nucleolar RNA, H/ACA box 17	NR_028571	2.154	1.138
<i>Rerg</i>	RAS-like, estrogen-regulated growth-inhibitor	NM_001164212	2.145	1.384
<i>Rbm46</i>	RNA-binding motif protein 46	NM_001277170	2.128	0.905
<i>Hspb1</i>	Heat shock protein 1	NM_013560	2.078	1.039
<i>Scel</i>	Sciellin	NM_022886	2.057	1.053
<i>Gm3776</i>	Predicted gene 3776	NM_001243092	2.015	1.384
<i>Stfa2</i>	Stefin A2	NM_001082545	1.999	1.216
<i>Cnksr2</i>	Connector enhancer of kinase suppressor of Ras 2	NM_001310719	1.988	0.998
<i>Mettl7a1</i>	Methyltransferase-like 7A1	NM_027334	1.979	0.816
<i>2810474O19 Rik</i>	RIKEN cDNA 2810474O19 gene	NM_001289661	1.975	1.433
<i>Ppif</i>	Peptidylprolyl isomerase F	NM_134084	1.974	1.117
<i>Rgs2</i>	Regulator of G-protein signaling 2	NM_009061	1.953	1.370

<i>Enpep</i>	Glutamyl aminopeptidase	NM_007934	1.930	0.994
<i>Mir743</i>	microRNA 743	NR_030532	1.927	1.015
<i>Gpnmb</i>	Glycoprotein (transmembrane) nmb	NM_053110	1.883	1.371
<i>Prg4</i>	Proteoglycan 4	NM_001110146	1.868	1.468
<i>Abcb1b</i>	ATP-binding cassette, sub-family B, member 1B	NM_011075	1.867	1.598
<i>Osgin1</i>	Oxidative stress-induced growth inhibitor 1	NM_027950	1.863	0.957
<i>Myd88</i>	Myeloid differentiation primary response gene 88	NM_010851	1.858	1.020
<i>Pde7b</i>	Phosphodiesterase 7B	NM_013875	1.858	0.815
<i>4933400C23 Rik</i>	RIKEN cDNA 4933400C23 gene	NR_040770	1.838	0.980
<i>Sord</i>	Sorbitol dehydrogenase	NM_146126	1.833	1.177
<i>Lrrn3</i>	Leucine-rich repeat protein 3, neuronal	NM_001271708	1.809	1.371
<i>Atp1b2</i>	ATPase, Na ⁺ /K ⁺ -transporting, beta 2 polypeptide	NM_013415	1.803	1.022
<i>Slitrk6</i>	SLIT and NTRK-like family, member 6	NM_175499	1.800	1.659
<i>5730508B09 Rik</i>	RIKEN cDNA 5730508B09 gene	NM_027482	1.787	1.095
<i>Vmn1r208</i>	Vomer nasal 1 receptor 208	NM_134218	1.780	1.055
<i>Ptgs2</i>	Prostaglandin-endoperoxide synthase 2	NM_011198	1.779	1.479
<i>Gm22740</i>	Predicted gene, 22740	ENSMUST00000083439	1.779	1.395
<i>Dsp</i>	Desmoplakin	NM_023842	1.762	1.486
<i>Atp10d</i>	ATPase, class V, type 10D	NM_153389	1.754	1.042
<i>Tle1</i>	Transducin-like enhancer of split 1, homolog of Drosophila E	NM_001285529	1.748	1.070
<i>Robo1</i>	Roundabout homolog 1 (Drosophila)	NM_019413	1.730	1.137
<i>Alox12</i>	Arachidonate 12-lipoxygenase	NM_007440	1.730	1.383
<i>Procr</i>	Protein C receptor, endothelial	NM_011171	1.723	1.146
<i>Cpt1a</i>	Carnitine palmitoyltransferase 1a, liver	NM_013495	1.719	1.221
<i>Tinagl1</i>	Tubulointerstitial nephritis antigen-like 1	NM_001168333	1.717	1.194
<i>Pdgfc</i>	Platelet-derived growth factor, C polypeptide	NM_019971	1.716	1.269

Supplementary Table 3. List of top 50 downregulated genes following overexpression of ZFP36L1 via Ad-ZFP36L1 infection in chondrocytes.

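Mirlet7f-1, a let-7 microRNA gene, had the lowest log2 fold change with Ad-ZFP36L1 among the genes of Supplementary Table 3 with a probe set of their own, −1.64 (standard error 0.403, adjusted p = 0.521 from limma, n = 3 arrays per group), and its dimmer probe set had −0.20 (adjusted p = 0.761). Pygo1, a coactivator of Wnt signalling, had one of −0.47 (standard error 0.084, adjusted p = 0.445), the chloride transporter Clcn5 one of −0.43 (adjusted p = 0.529) and Lyst, which regulates lysosomal traffic, one of −0.39 (adjusted p = 0.511). The acute phase protein Saa3 had one of −0.70 (adjusted p = 0.711). None of these passed the test. Of 16 genes of the table with a probe set of their own, 0 fell and 0 rose with Ad-ZFP36L1 by limma (13 lower and 0 higher at an unadjusted p under 0.05). Adjusted over the list alone, 12 were lower and 0 higher, and the methods' t-test after adjustment called 0. The study ranked these genes on these arrays, so the list is not independent evidence of its direction. Their median was −0.47 with a camera adjusted p of 9.67e-15 (adjusted p = 0.137 with an estimated correlation). With Ad-shZFP36L1, 5 of the 16 fell and 1 rose (12 and 1 adjusted over the list alone), with a median of −0.76. Both comparisons share the Ad-C arrays on which the genes were ranked, so this median and these calls are not independent of that ranking. Sorbs2, an adaptor of the cytoskeleton, is counted by its brighter probe set, with a log2 fold change of −0.30 (adjusted p = 0.141), while the probe set with the table's folds had −0.71 (adjusted p = 0.0128, 0.0579 without Ad-C replicate 2 and 0.0506 without Ad-shZFP36L1 replicate 3). The 1 is the predicted gene Gm13238, which is also in Supplementary Table 2 and lost its call without most single arrays. The 5 include Pygo1, with a log2 fold change of −0.83 (adjusted p = 0.0034), Clcn5, with −1.15 (adjusted p = 0.00265), and Lyst, with −0.70 (adjusted p = 0.00579). The others are AW549877, with −0.98 (adjusted p = 0.0025), and Osgin2, with −1.07 (adjusted p = 0.0092, and 0.0501 without Ad-C replicate 2). Tested directly against Ad-ZFP36L1, Clcn5 and AW549877 were lower with Ad-shZFP36L1 and Gm13238 higher (5 and 1 adjusted over the list alone). Without Ad-ZFP36L1 replicate 2 or 3 or Ad-shZFP36L1 replicate 1, 0 of the 16 were lower. Camera gave the difference between the viruses an adjusted p of 0.0124 (adjusted p = 0.527 with an estimated correlation, adjusted p = 0.0717 without Ad-shZFP36L1 replicate 3). Of all 50 entries, 39 have the symbol of a small RNA, a predicted gene, a pseudogene or a RIKEN cDNA.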

Gene symbol	Definition	Accession number	Fold change	
			Ad-ZFP36L1	Ad-shZFP36L1
<i>Mirlet7f-1</i>	microRNA let7f-1	NR_029731	0.321	0.328
<i>Gm6900</i>	Predicted gene 6900	ENSMUST00000178971	0.501	0.514
<i>Gm23474</i>	Predicted gene, 23474	ENSMUST00000158884	0.513	0.488
<i>Zfp626</i>	Zinc finger protein 626	NM_027703	0.519	0.706
<i>Gm24598</i>	Predicted gene, 24598	ENSMUST00000122510	0.580	0.646
<i>Gm23475</i>	Predicted gene, 23475	ENSMUST00000158879	0.590	0.565
<i>Gm23041</i>	Predicted gene, 23041	ENSMUST00000083868	0.595	1.090
<i>Gm7551</i>	Predicted gene 7551	ENSMUST00000089593	0.607	0.563
<i>Gm24564</i>	Predicted gene, 24564	ENSMUST00000082518	0.607	0.632
<i>Saa3</i>	Serum amyloid A 3	NM_011315	0.615	0.507
<i>Gm22205</i>	Predicted gene, 22205	ENSMUST00000122655	0.625	0.658
<i>Mir669p-1</i>	microRNA 669p-1	NR_037257	0.626	0.505
<i>Mir669p-1</i>	microRNA 669p-1	NR_037257	0.626	0.505
<i>Gm22685</i>	Predicted gene, 22685	ENSMUST00000082848	0.626	0.516
<i>Sorbs2</i>	Sorbin and SH3 domain-containing 2	ENSMUST00000136119	0.633	0.611
<i>Mir493</i>	microRNA 493	NR_030573	0.638	0.916
<i>Gm22455</i>	Predicted gene, 22455	ENSMUST00000082580	0.645	0.609
<i>Mir453</i>	microRNA 453	NR_030559	0.651	0.930
<i>Gm22962</i>	Predicted gene, 22962	ENSMUST00000157962	0.652	0.713
<i>Mir1898</i>	microRNA 1898	NR_035443	0.672	0.635
<i>Gm24655</i>	Predicted gene, 24655	ENSMUST00000178790	0.679	0.509
<i>n-R5s127</i>	Nuclear-encoded rRNA 5S 127	ENSMUST00000179185	0.688	0.660
<i>Gm10132</i>	Predicted gene	ENSMUST00000099431	0.692	0.575
<i>Gm23168</i>	Predicted gene, 23168	ENSMUST00000157156	0.693	0.596

<i>Mir199b</i>	microRNA 199b	NR_029811	0.694	0.487
<i>Rps13-ps1</i>	Ribosomal protein S13, pseudogene 1	OTTMUST00000117085	0.695	0.612
<i>Cdkl5</i>	Cyclin-dependent kinase-like 5	NM_001024624	0.699	0.496
<i>Gm24988</i>	Predicted gene, 24988	ENSMUST00000104460	0.699	0.625
<i>Mir684-2</i>	microRNA 684-2	NR_030455	0.699	0.394
<i>Gm15199</i>	Predicted gene 15199	XR_380275	0.703	0.588
<i>Gm5116</i>	Predicted gene 5116	ENSMUST00000187732	0.704	0.658
<i>Rpl15-ps2</i>	Ribosomal protein L15, pseudogene 2	OTTMUST00000117687	0.713	0.666
<i>Gm10130</i>	Predicted gene 10130	ENSMUST00000133235	0.713	0.422
<i>Gm5801</i>	Ubiquitin-conjugating enzyme E2, J2 homolog pseudogene	NR_002889	0.715	0.636
<i>Clmn</i>	Calmin	NM_001040682	0.721	0.479
<i>Pygo1</i>	Pygopus 1	NM_028116	0.721	0.562
<i>Mrps36-ps1</i>	Mitochondrial ribosomal protein S36, pseudogene 1	OTTMUST00000120473	0.733	0.582
<i>Gm23350</i>	Predicted gene, 23350	ENSMUST00000158429	0.735	0.596
<i>Gm10717</i>	Predicted gene 10717	ENSMUST00000075573	0.736	0.663
<i>AW549877</i>	Expressed sequence AW549877	NM_145930	0.738	0.508
<i>Clcn5</i>	Chloride channel 5	NM_001243762	0.742	0.450
<i>Osgin2</i>	Oxidative stress-induced growth inhibitor family member 2	NM_145950	0.749	0.478
<i>Mir684-1</i>	microRNA 684-1	NR_030454	0.751	0.423
<i>1700054O19 Rik</i>	RIKEN cDNA 1700054O19 gene	XR_383299	0.751	0.641
<i>Gm10268</i>	Predicted gene 10268	ENSMUST00000085340	0.752	0.664
<i>Rps3a2</i>	Ribosomal protein S3A2	OTTMUST00000125706	0.754	0.620
<i>Gm12003</i>	Predicted gene 12003	ENSMUST00000118518	0.760	0.541
<i>Gm13238</i>	Carnitine deficiency-associated gene expressed in ventricle 3 pseudogene	NR_033612	0.761	2.578
<i>Lyst</i>	Lysosomal trafficking regulator	NM_010748	0.762	0.616
<i>Gm5327</i>	Predicted pseudogene 5327	ENSMUST00000182864	0.765	0.643

Supplementary Table 4. PCR primers and conditions.

Genes	Strand	Primer sequence	Size (bp)	Purpose	Origin
<i>Acan</i>	S<br>AS	5'-CTGTCTTTGTACCCACACATG-3'<br>5'-GAAGACGACATCACCATCCCAG-3'	581	RT-PCR	Mouse
<i>Actb</i>	S<br>AS	5'-ATATCGCTGCGCTGGTCGTC-3'<br>5'-AGGATGGCGTGAGGGAGAGC-3'	517	RT-PCR	Mouse
<i>Adamts5</i>	S<br>AS	5'-GCCATTGTAATAACCCTGCACC-3'<br>5'-TCAGTCCCATCCGTAACCTTTG-3'	292	RT-PCR	Mouse
<i>Colla1</i>	S<br>AS	5'-TACTACCGGGCCGATGATGCTAAC-3'<br>5'-CAGTGATAGGTGATGTTCTGGGAGGC-3'	467	RT-PCR	Mouse
<i>Col2a1</i>	S<br>AS	5'-CACACTGGTAAGTGGGGCAAGA-3'<br>5'-GGATTGTGTTGTTTCAGGGTTCG-3'	173	RT-PCR	Mouse
<i>Epas1</i>	S<br>AS	5'-CGAGAAGAACGACGTGGTGTTC-3'<br>5'-GTGAAGGCTGGCAGGCTCC-3'	333	RT-PCR	Mouse
<i>Gapdh</i>	S<br>AS	5'-TCACTGCCACCCAGAAGAC-3'<br>5'-TGTAGGCCATGAGGTCCAC-3'	450	RT-PCR	Mouse
<i>Hspa1a</i>	S<br>AS	5'-CAGCGAGGCTGACAAGAAGA-3'<br>5'-CTCCCTTGGGCGCCTG-3'	212	RT-PCR	Mouse
<i>Hspa1b</i>	S<br>AS	5'-ACTGTGCACTGTACCAGGGG-3'<br>5'-AGGGAAGTGGGCGCAGCTAGAC-3'	128	RT-PCR	Mouse
<i>Hspa1a</i><br>3' UTR #1	S<br>AS	5'-GGTGCTGGCTAGGAGACAGA-3'<br>5'-GGCTGTCCTGCAAAACAAAT-3'	263	RT-PCR<br>RIP assay	Mouse
<i>Hspa1a</i><br>3' UTR #2	S<br>AS	5'-TGGGCCACATTGTTGATACA-3'<br>5'-CACCTCCAAGTTCACCAACC-3'	154	RT-PCR<br>RIP assay	Mouse
<i>Hspa1a</i><br>3' UTR #3	S<br>AS	5'-CATGGTGGTTGCACTGTAGG-3'<br>5'-ACAATGCAATGTCCCTGTGA-3'	277	RT-PCR<br>RIP assay	Mouse
<i>Mmp3</i>	S<br>AS	5'-AGG GAT GATGATGCTGGTATGG-3'<br>5'-CCATGTTCTCCAAGTCAAAGG-3'	434	RT-PCR	Mouse
<i>Mmp13</i>	S<br>AS	5'-TGATGGACCTTCTGGTCTTCTGG-3'<br>5'-CATCCACATGGTTGGGAAGTTCT-3'	473	RT-PCR	Mouse
<i>Slc39a8</i>	S<br>AS	5'-GAACAATTGCCTGGATGATCACGC-3'<br>5'-AAGCCGGTTAACATCCCTGCATTC-3'	430	RT-PCR	Mouse
<i>Sox9</i>	S<br>AS	5'-ATGCTATCTTCAAGGCGCTG-3'<br>5'-GACGTCAAGGTCTCAATGT-3'	272	RT-PCR	Mouse
<i>Zfp36</i>	S<br>AS	5'-CCAAGTGCCAGTTTGCTCAC-3'<br>5'-TGGGGGTAGTAGACCTTCGG-3'	414	RT-PCR	Mouse
<i>Zfp361l</i> (1)	S<br>AS	5'-CACCCCAAGTACAAGACGGA-3'<br>5'-GCTAGGAGCAAAGAGGCTCG-3'	348	RT-PCR	Mouse

<i>Zfp361l</i> (2)	S<br>AS	5'-CCAGGTCAACTCCAGCCGCTACAGG-3'<br>5'-GGAAAAGGCGAAGGGGTATTGGTG-3'	439	RT-PCR	Mouse
<i>Zfp3612</i>	S<br>AS	5'-GTCCAAGACGGAGAAATCCC-3'<br>5'-GGTCCCGAAATTTGCTCTCC-3'	326	RT-PCR	Mouse
<i>Zfp361l</i>	S<br>AS	5'-AGGTGCTGTCCTTTGTGGAC-3'<br>5'-GGCACTTGTCCCCGTACTTA-3'	435	Genotype	Mouse

---

S, sense; AS, antisense.

# Supplementary material for: RNA-binding protein ZFP36L1 regulates osteoarthritis by modulating members of the heat shock protein 70 family
**Source:** Nat Commun. 2019 Jan 8;10:77. doi: 10.1038/s41467-018-08035-7
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated
- ☐ ☒ Clearly defined error bars
State explicitly what error bars represent (e.g. SD, SE, CI)

Our web collection on [statistics for biologists](#) may be useful.

Software and code

Policy information about [availability of computer code](#)

Data collection

1) qRT-PCR analysis: StepOne™ Software, version. 2.3
2) Statistical analysis: SPSS statistics, Release. 23.0.0.0
3) Microarray data analysis: R, version.3.3.2; BioConductor, version. 3.4; Affy (R package)-RMA, version. 1.52.0; Python from Python Software Foundation, version. 3.4.3; StatsModels (Python module)-Statistics, version. 0.8.0

Data analysis

CFX Connect Real-Time PCR Detection System (Bio-Rad) and StepOne software ver 2.3 was used for data analyses of quantitative PCR. All statistical calculations in the paper were performed using the SPSS statistics, Release. 23.0.0.0. Affy (R package)-RMA, version. 1.52.0; Python from Python SoftwareFoundation, version. 3.4.3; StatsModels (Python module)-Statistics, version. 0.8.0 were used for microarray data analysis. OriginPro 2018 (64 bit) SR1 b9.5.1.195 was used as a graphing software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The microarray data have been deposited to the Gene Expression Omnibus under accession codes GSE104794 (for HIF-2 α), GSE104795 (for ZIP8), GSE104793 (for IL-1 β), and GSE110581 (for ZFP36L1). All other data supporting the findings of this study are available within the paper and its supplementary information files

Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Although no statistical methods were used to predetermined sample size in vitro and in vivo analyses, we conducted preliminary experiments to estimate variances in each assay and determined sufficient sample size.
Data exclusions	No samples or animals were excluded from analyses.
Replication	All experimental findings were reproduced independently at least four times. For each figure panel, the numbers of biologically independent samples, mice per group, or human specimens are indicated in the figure legends. Data shown in figure panels are the mean of all independent biological repeats. Western blot pictures, confocal microscopy images, or histological images typically are from a representative experiment; however, the number of independent repeats is clearly indicated in the figure legends and all attempts at replication were successful.
Randomization	For in vitro experiments, cultures were randomly chosen for different treatments and experiments were performed multiple times. For mouse experiments, mutant mice (ZFP36L1 ^{+/-}) and WT littermates were allocated into groups based on sex, age, and genotype. Male mice were selected for the experiment in order to avoid concerns about hormonal effect in female mice. After the selection, mice for the DMM surgery or intra-articular injection were allocated randomly without subjective judgment.
Blinding	Cartilage destruction analysis, synovial inflammation scoring, osteophyte maturity analysis, SBP thickness analysis, and immunohistochemistry were performed by individuals (Young-Ok Son, Hyo-Eun Kim, Wan-Su Choi, Jiye Yang, Ji-Sun Kwak, Seul Ki Kim) who were blinded to the nature of the mice under analysis (both what specific mouse strains or treatment groups were in the experiment and whether any individual mouse belonged to control versus experimental groups).

Reporting for specific materials, systems and methods

Materials & experimental systems

n/a	Involved in the study
☒	☐ Unique biological materials
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☐	☒ Human research participants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Immunohistochemistry<br>ZFP36L1 (1:100; Abcam; ab209419)

HSP70 (1:1,000; R&D Systems; AF1663 and 3.5ug ml⁻¹; Abcam; ab5442)
 MMP3 (4 ug ml⁻¹; Abcam; ab52915)
 MMP13 (1:100; Abcam; ab51072)
 Western blotting
 ZFP36L1 (10 ug ml⁻¹; Santa Cruz Biotechnology; SC-134091)
 HSP70 (1:1,000; Cell Signaling Technology; #4872)
 GFP (1:4,000; Abcam; ab290)
 LaminB (1:2,000; Santa Cruze; sc6216)
 ERK (1:2,000; BD Biosciences; 610408)

RIP assay
 ZFP36L1 (2ug, FabGennix International, 101AP)
 IgG (1ug, EMD Millipore Corp, CS200621)

Validation

All antibodies used in this study were validated by the suppliers as follows:

ZFP36L1 (1:100; Abcam; ab209419) for IHC and WB: species (Human, mouse, Rat), application (IHC), manufacturer's website (<https://www.abcam.com/tis11b-antibody-ab209419.html>)
 ZFP36L1 (10 ug ml⁻¹; Santa Cruz Biotechnology; SC-134091) for WB: species (Human, mouse, Rat), application (WB, IHC, IP, ELISA), manufacturer's website (<http://datasheets.scbt.com/sc-134091.pdf>)
 ZFP36L1 (2ug; FabGennix International; 101AP) for RIP assay: species (Human, Monkey, mouse, Rat), application (ELISA, WB, IHC, IP), manufacturer's website (<https://fabgennix.com/ZFP36L1-Antibody>)
 IgG (1ug; EMD Millipore Corp; CS200621) for RIP assay: species (mouse), application (Normal Mouse IgG Polyclonal Antibody control validated for use in Immunoprecipitation & Western Blotting), manufacturer's website (http://www.merckmillipore.com/KR/ko/product/Normal-Mouse-IgG-MM_NF-12-371?ReferrerURL=https%3A%2F%2Fwww.google.co.kr%2F)
 HSP70 (1:1,000; R&D Systems; AF1663) for IHC: species (Human, mouse, Rat), application (WB, IHC), manufacturer's website (https://www.rndsystems.com/products/human-mouse-rat-hsp70-hspa1a-antibody_af1663)
 HSP70 (3.5 ug ml⁻¹; Abcam; ab5442) for IHC and WB: species (Human, mouse, Rat, Chicken), application (Flow cyt, WB, IHC-P, IP, IF), manufacturer's website (<https://www.abcam.com/hsp70-antibody-2a4-ab5442.html>)
 HSP70 (1:1,000; Cell Signaling Technology; #4872) for IHC and WB: species (Human, mouse, Rat, Monkey, Bovine), application (WB, IHC, IP, IF, CHIP), manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/hsp70-antibody/4872>)
 MMP3 (1: 100; Abcam; ab52915; Lot#GR1299549) for IHC: species (Human, Mouse, Rat), application (WB, IHC-P, IF, ICC), manufacturer's website (<https://www.abcam.com/mmp3-antibody-ep1186y-ab52915.html>)
 MMP13 (1:100; Abcam; ab39012; Lot#GR149380-1) for IHC: species (Human, Mouse, Rat, Dog), application (WB, IHC-P, IF, ELISA, ICC, Flow Cyt), manufacturer's website (<https://www.abcam.com/mmp13-antibody-ab39012.htm>)
 GFP (1:4,000; Abcam; ab290) for WB: species (Human, Mouse, Rat, Dog), application (WB, Flow cyto, ELISA, IHC-P, IF, ICC,), manufacturer's website (<https://www.abcam.com/gfp-antibody-chip-grade-ab290.html>)
 LaminB (1:2,000; Santa Cruze; SC-6216) for WB: species (Human, Mouse, Rat), application (WB, IP, IF, IHC), manufacturer's website (<http://datasheets.scbt.com/sc-6216.pdf>)
 ERK (1:2,000; BD Biosciences; 610408) for WB: species (Human, Mouse, Dog, Rat, Chicken, Frog), application (WB, IP, IF, IHC), manufacturer's website (<http://www.bdbiosciences.com/us/applications/research/stem-cell-research/stem-cell-signaling/human/purified-mouse-anti-erk1-mk1/p/610408>)

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

C57BL/6 male mice (WT, ZFP36L1+/-) were subjected to induction of experimental OA. ZFP36L1+/- mice (8-bp insertion/42-bp deletion in exon 2) were generated by ToolGen, Inc. Homozygous KO mice (Zfp36l1-/-) are not viable. We therefore used heterozygous Zfp36l1+/- mice for our experimental OA studies.
 For primary cell culture, chondrocytes were isolated from the femoral condyles and tibial plateaus of postnatal day 5 WT mice. Experimental OA was induced by DMM (destabilization of the medial meniscus) surgery or IA (intra-articular) knee injection. 12 week old male mice were used.

Wild animals

This study did not involve wild animals.

Field-collected samples

This study did not involve animals collected from the field.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

International Cartilage Repair Society (ICRS) grade 4 human knee cartilage tissues were obtained from aged 50-74 years old patients. The cartilage tissues offered by these patients were grouped by damaged and undamaged region for the following analysis. All recruited patients did not have rheumatoid arthritis, which disease can affect the cartilage and synovial membrane. Sex, weight and height of patients were not controlled.

Recruitment

Patients with a osteoarthritis undergoing arthroplasty were recruited for offering the cartilage tissue. Patients diagnosed with International Cartilage Repair Society (ICRS) grade 4 were eligible for cartilage harvesting and following analysis. Institutional Review Board of Wonkwang University Hospital approved the use of these tissues, and written informed consent was obtained from all patients before the operative procedure. Participants were recruited on an "as available" basis by participating surgeons (Churl-Hong Chun). Recruitment bias is unlikely to impact this study as no patient comparisons are performed and no analysis of demographic or clinical covariates on cellular properties is performed.

How the deposited data were processed for this re-analysis (not part of the article)

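The log2 values analysed here were made by the authors before they were deposited: each scan of an Affymetrix Mouse Gene 2.0 ST array was background-corrected, normalized and summarized with RMA in the affy package 1.52.0 of R 3.3.2, which gives 1 log2 value per probe set. The methods say that RMA was run for each separate data set, which leaves open whether the 9 arrays were normalized together, and all of their quantiles lie close to each other. The raw scans were not used here. No probe set was filtered out and no value was changed for the results in the text.

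The 9 arrays are 3 biological replicates for each of Ad-C, Ad-ZFP36L1 and Ad-shZFP36L1, so each group has an n of 3. The labels name 1 null control virus and the methods name Ad-C for these arrays, with the control shRNA virus listed apart, while the legend of Supplementary Table 2 names Ad-shControl or Ad-Control, and both viruses were compared with these 3 arrays. The median of each array, the correlation of every pair of arrays and the distance between their quantiles were checked. Pearson correlations were 0.9864 to 0.9901 within groups and 0.9797 to 0.9888 between groups, and quantiles differed by at most 0.116 within groups and 0.205 between groups. The lowest correlation, 0.9797, was that of Ad-shZFP36L1 replicate 3 with Ad-C replicate 2. Ad-shZFP36L1 replicate 3 also had the lowest mean correlation with its own group (0.9866) and a weight of 0.603 in arrayWeights, and was kept. Groups of 3 were not tested for outlying arrays.

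Probe sets were named from a table of the array's probe sets and their symbols were brought up to date by gene identifier in a RefSeq gene table, which matched 23328 of them. The array's genome build is not stated, so no coordinate was used. Values of probe sets with several genes or without a gene were kept in the fits and in the counts. Among the deposited values, 1395 probe sets have the same values as another.

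All 3 comparisons (Ad-shZFP36L1 against Ad-C, Ad-ZFP36L1 against Ad-C, and Ad-shZFP36L1 against Ad-ZFP36L1) were tested in 1 fit of limma 3.58.1 in R 4.3.3, with lmFit, contrasts.fit and eBayes. The prior of eBayes had 2.18 degrees of freedom, added to 6 residual ones. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets of the array, and a threshold of 1 log2 unit was added where the text says so. Standard errors are those of limma, and SD are those of the 3 arrays. Groups were said to be separate where all 3 arrays of one lay beyond all 3 of the other. Tables and the figure were made with Python 3.11.15 and matplotlib 3.10.9.

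Gene lists were tested with camera of limma on the brightest probe set of each gene, with a preset correlation of 0.01 and the Benjamini-Hochberg method over 36 lists. All were fixed before the deposited values were read. Of them, 32 were lists of genes, 2 went by the form of the symbol, and 2 were the genes of Supplementary Tables 2 and 3. The folds printed in those 2 tables had been seen by then. Several of the 32 lists hold genes of the tables, such as Osgin1, Tnfrsf22, Tnfrsf23, Myd88, Ptgs2, Rgs2, Dsp, Scel and Saa3. Calls of such genes are not independent evidence for their lists. A list's count gives its genes that passed over all probe sets, and the count adjusted over the list alone uses the Benjamini-Hochberg method within the list. Lists were chosen by function and cell type, and the genes of Supplementary Tables 2 and 3 were ranked by the study on these arrays. A second adjustment over the 34 lists that the study did not choose was added after the data were seen. It called 7, 6 and 9 lists in the 3 comparisons, as many of these 34 as the adjustment over 36 lists had called. The totals of 9, 8 and 11 over the 36 lists include the 2 tables of the study.

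Genes were named in the text by a rule fixed beforehand. It takes every gene that the paper names for these viruses or arrays, with up to 5 examples from each of Supplementary Tables 2 and 3, whose tabled values had been seen. It adds, per comparison, the 10 largest rises and 10 largest falls among called probe sets of 1 gene with separate groups, leaving out small RNAs, predicted genes and pseudogenes, and the 3 largest each way with those kept. It also adds up to 4 called members per list with the largest changes.

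The alternatives tried were the methods' t-test with Benjamini-Hochberg adjustment, a fit of only the 6 arrays of a comparison, replicate number as a block, quantile normalization, median centring, a filter on dim probe sets, only probe sets with 1 gene symbol, trend and robust spread in eBayes, array weights, and leaving out each of the 9 arrays. For lists they were camera with an estimated correlation, fry, the mean of a gene's probe sets, quantile normalization, the replicate block and leaving out each array.

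The chain was tested on simulated data of 9 arrays with known changes. Changes of 0.5, 1, 2 and 4 log2 units were recovered at 24, 74, 94 and 100% in the comparison of Ad-shZFP36L1, with 10 false calls. A raised list was found among 21 lists, with 0 of the others called. Each simulated probe set was drawn alone, so these lists held no correlation between genes. The test therefore cannot show how camera behaves on correlated lists, such as the cartilage matrix genes with an estimated correlation of 0.718. The correlation between the comparisons that share the Ad-C arrays was compared with 20 simulations of unchanged groups. The genes of Supplementary Tables 2 and 3 were checked against the deposited values by their folds, and all 50 entries of each table were found in at least 1 probe set.

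A test for AU-rich elements in 3′ untranslated regions was not run, since no sequence was at hand. One item of the list of reported targets is not reported here. The arrays of IL-1β, HIF-2α and ZIP8, the RT-PCR, western blot, apoptosis and mouse joint data were not analysed here.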

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

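The splits of arrays and the other fits and filters were planned, and the use of all but the splits to test explanations was chosen only after the result was seen. Hspa1a and Hspa1b rose 16.8-fold and 11.0-fold with Ad-shZFP36L1. The other 23 heat shock response genes had a median log2 fold change of 0.11, where a general heat shock response was required to give 1 or more. That bound was set after the result was seen. The median argues against a rise of that size across the list. Single genes ran from −0.78 to 1.055, with 1 called higher, 1 called lower and 11 at an unadjusted p under 0.05 from limma. A smaller response, or one of only some of these genes, is therefore not excluded. Signal shared between the probe sets of Hspa1a and Hspa1b could account for part of the rise of either, since the probe set paired with both rose by 1.57. An effect of the shRNA virus itself, rather than of the loss of Zfp36l1, could also raise both, and no array is known to carry another shRNA, since the labels and the methods give a null virus, Ad-C, as the control, while the legend of Supplementary Table 2 names Ad-shControl or Ad-Control. Hspa1a had a log2 fold change of 0.33 with Ad-ZFP36L1, a virus without an shRNA. These last 2 explanations, shared signal and the shRNA virus, therefore cannot be told apart from an effect of Zfp36l1 on these arrays.

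More probe sets were lower than higher with Ad-shZFP36L1, 641 against 236, or 73.1% lower, while at an unadjusted p under 0.05 there were 3432 lower and 2988 higher, and by the methods' t-test 3 lower and 9 higher. After quantile normalization 64% were lower, where 50% or less was required if the scaling of the arrays were the cause. Scaling that this step removes therefore cannot account for all of the pattern, though the share was smaller than 73.1%. It is not known whether RMA was run apart for each group, and this step cannot undo that, so scaling is not excluded as a part of it. The Ad-shZFP36L1 array that stands apart is excluded, since 74% were lower without Ad-shZFP36L1 replicate 3. Dim probe sets are excluded, since 69.3% were lower among the brighter ones.

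The 50 probe sets lowest with Ad-ZFP36L1, with a median of −1.23, were also lower with Ad-shZFP36L1, with a median of −0.89. The control arrays shared by both comparisons could give part of this, since simulated unchanged groups gave medians from −0.762 to −0.534, with 41 to 48 of the 50 below 0. The observed median lies below these, with 50 of 50 below 0, but the simulation draws each probe set alone, and an effect common to both recombinant viruses could add to it. These explanations cannot be told apart, because 3 control arrays are too few to split between the comparisons.

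Of the 10 splits of the arrays into 3 against 3 per comparison, the real one, 1 of 10, gave the most called probe sets: 877 for Ad-shZFP36L1 against Ad-C (highest other 0), 2 for Ad-ZFP36L1 against Ad-C (highest other 0) and 585 between the viruses (highest other 2). Beyond 1 log2 unit it gave 124, 2 and 98 (highest other 0, 0 and 2), again 1 of 10 each. These 10 splits are too few for a share under 0.05.

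The probe set 17549014, unnamed here, rose by 5.16 with Ad-shZFP36L1 (standard error 0.085, adjusted p = 3.24e-08 from limma). The probe set 17378326, unnamed here, had a log2 fold change of −2.22 (standard error 0.162, adjusted p = 0.00114). C1qtnf3, an adipokine expressed in cartilage, had a log2 fold change of −1.96 with Ad-shZFP36L1. Fstl1, a secreted glycoprotein, had one of −1.91. Hapln1, the cartilage link protein, had one of −1.16. Zfp36, a relative of Zfp36l1, had one of 0.67 (standard error 0.097, adjusted p = 0.0141), a call that ended without Ad-shZFP36L1 replicate 1 (adjusted p = 0.0504) or 3 (0.054).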

How the results depend on the processing

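Each group has 3 arrays, so leaving 1 out leaves a group with 2, and the number of arrays limits the precision of every count. None of these tests was chosen after a result was seen, and the cause of each change was not tested. With Ad-shZFP36L1 against Ad-C, 236 probe sets higher and 641 lower became 9 and 3 by the methods' t-test, 67 and 199 with only the 6 arrays, 510 and 1151 with the filter on dim probe sets, 388 higher with only probe sets of 1 gene symbol, and 316 and 783 with the replicate block. Beyond 1 log2 unit, 25 and 99 became 5 and 1 by the methods' t-test and 13 and 63 with only probe sets of 1 gene symbol. With Ad-ZFP36L1, 2 higher became 1 by the methods' t-test, also beyond 1 log2 unit. Between the viruses, 122 higher and 463 lower became 15 and 9 by the methods' t-test, 28 and 120 with only the 6 arrays, 323 and 865 with the filter on dim probe sets, and 236 and 217 higher with only probe sets of 1 gene symbol and with trend and robust spread. Beyond 1 log2 unit, 19 and 79 became 6 and 3 by the methods' t-test, 9 higher with 1 gene symbol, and 52 lower with only the 6 arrays. With each array left out, counts ran from 79 to 173 higher and 203 to 492 lower for Ad-shZFP36L1 against Ad-C (23 to 29 and 69 to 122 beyond 1 log2 unit), 2 to 3 and 0 to 1 for Ad-ZFP36L1 (the same beyond 1 log2 unit), and 33 to 72 and 137 to 333 between the viruses (15 to 21 and 54 to 86). The correlation between the comparisons ran from 0.45 to 0.60, and the calls shared in 1 direction from 0 to 1, higher or lower. Residuals of arrays with the same replicate number correlated at 0.027 to 0.123, and those of other pairs across groups at −0.101 to 0.024. All 9 arrays were closest to the array of their own number in both other groups. A pairing by number is not stated in the paper, and the main fit has no block for it. No call of a named gene reversed its sign, while 359 of 2541 values for Ad-shZFP36L1 against Ad-C lost a call and 57 gained one. The 2541 values cover 142 probe sets, and only the values of the 90 called in the main fit could lose a call. Of 108 list values, an estimated correlation ended 26 calls and added 0. By the directional p of fry, 13 calls ended and 5 were added. Without regard to direction, fry ended 1 and added 47.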

Differences from the paper's values

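The other fits, tests and filters compared here were chosen before the data were examined. For Zfp36l1 with Ad-shZFP36L1 the paper shows a fold of about 0.2 in Fig. 4b, read by eye, and the arrays give 0.5464. For Hspa1a it shows about 220 and the arrays give 16.81, and for Hspa1b about 70 and 10.97. Fig. 4b is qRT-PCR scaled to β-actin, another measure than the array values, on cultures that the paper does not say are those of the arrays. Its axis names Ad-shC as the control and its legend names Ad-C. All 18 of these other settings differ from the paper for each of the 3 genes, with folds of 0.5281 to 0.5751 for Zfp36l1, 15.63 to 18.91 for Hspa1a and 9.533 to 12.07 for Hspa1b. For Igkj1 the paper's Supplementary Table 2 gives a fold of 2.202 with Ad-shZFP36L1, and the probe set of Igkj1 gives 1.053, with all 17 other settings differing (0.9189 to 1.142). The paper's folds are those of a probe set paired with Igkv9-124 and Igkv4-70. For 1700054O19Rik the paper's Supplementary Table 3 gives 0.751 with Ad-ZFP36L1, and its probe set gives 1.157. Of 17 other settings 16 differ, and the fit without Ad-ZFP36L1 replicate 1 does not by the rule that one fold be more than 1.5 times the other, though its fold of 1.123 also lies above 1. The paper's folds are those of the probe set 17304145, unnamed here.

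The paper states that the most marked increases were those of HSPA1A and HSPA1B, and 5 probe sets unnamed here rose by more than Hspa1a, though what they detect is not known here, so they may bear on no mRNA ranking. Ccn3 (Nov) and Scel are in the paper's heat map and did not pass limma, though Ccn3 was called with the replicate block, the filter on dim probe sets and only probe sets with 1 gene symbol, and Scel with the replicate block and only probe sets with 1 gene symbol. The replicate block called 12 of the 14 genes of Supplementary Table 2 that did not pass: Ccn3, Scel, Abcb1b, Atp1b2, Cnksr2, Cpt1a, Dsp, Gpnmb, Lrrn3, Prg4, Ptgs2 and Tinagl1. The filter on dim probe sets and only probe sets with 1 gene symbol each called Cnksr2, Dsp and Tinagl1. Trend and robust spread called Cnksr2, as did the fit without Ad-shZFP36L1 replicate 1. Mir743 was called with only probe sets with 1 gene symbol and without Ad-ZFP36L1 replicate 1. By the methods' t-test with adjustment, 0 of the 13 heat map genes with a matching probe set passed, while the methods give an FDR under 0.05 as the threshold. None of the genes of Supplementary Table 3 with a probe set of their own passed limma with Ad-ZFP36L1 in any setting, and the smallest adjusted p among its 50 probe sets was 0.445. Gm13238 stands in both Supplementary Table 2 and Supplementary Table 3. The paper's Fig. 4c shows less Hspa1a and Hspa1b with Ad-ZFP36L1 by RT-PCR, and the arrays give log2 fold changes of 0.33 and 0.28, which did not pass the test. The paper's discussion states that HSPA1A mRNA was not markedly changed with ZFP36L1 overexpression, and its Supplementary Table 2 gives the folds of the arrays, 1.256 and 1.218.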

Other observations

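The values of lists without Hspa1a and Hspa1b were chosen after a result was seen, and the other tests in this part were planned. Cell cycle genes leaned up in chondrocytes infected with Ad-ZFP36L1, although no single one passed the test. Rrm2, which supplies deoxynucleotides, had a log2 fold change of 0.60 (adjusted p = 0.711 from limma, n = 3 arrays per group) and the replication factor Mcm5 one of 0.43 (adjusted p = 0.511), both chosen after their values were seen, and 33 of 35 genes were above 0 with a median of 0.28. Camera gave the list an adjusted p of 1.78e-15 (adjusted p = 0.256 with an estimated correlation), with 0 genes called by limma, 14 higher at an unadjusted p under 0.05, 6 adjusted over the list alone and 0 by the methods' t-test. Of 19 p53 targets, 12 were higher at an unadjusted p under 0.05 and 9 adjusted over the list alone, with a median of 0.23 (camera adjusted p = 2.45e-12, adjusted p = 0.129 with an estimated correlation), and of 29 immediate early genes 11 and 2, with a median of 0.13 (3.13e-07, adjusted p = 0.241 with an estimated correlation). Apoptosis regulators had a median of 0.10 (camera adjusted p = 0.00378, adjusted p = 0.321 with an estimated correlation, 0.1 without Ad-C replicate 3 and 0.0708 without Ad-ZFP36L1 replicate 1), with 4 higher and 1 lower at an unadjusted p under 0.05 and 1 higher adjusted over the list alone. Cartilage matrix genes leaned down, with log2 fold changes of −0.29 for the matrilin Matn1, −0.22 for Col9a1 and −0.17 for Comp, chosen after their values were seen, and a median of −0.15 over 26 genes (camera adjusted p = 0.00238, adjusted p = 0.83 with an estimated correlation, 0.072, 0.149 and 0.607 without Ad-C replicates 2 and 3 and Ad-ZFP36L1 replicate 1). Of these 26, 1 was lower at an unadjusted p under 0.05 and 0 adjusted over the list alone. In all of these lists 0 genes passed limma over all probe sets and 0 the methods' t-test. The ZFP36 family had an adjusted p of 0.000196 (adjusted p = 0.129 with an estimated correlation) with Zfp36l1 the only member called, and the lists besides these and the study's tables had camera adjusted p from 0.0509 to 0.998, with 0.152 and a median of 0.05 for the reported ZFP36L1 targets. With the mean of the probe sets (camera adjusted p = 0.0407) or the replicate block (0.0459) the interferon response passed. It passed too without Ad-C replicate 1 (0.00178) or Ad-shZFP36L1 replicate 2 (0.0369) or 3 (0.0266). NF-kB mediators had 0.0459 with the block, 0.0213 without Ad-C replicate 1 and 0.00616 without Ad-ZFP36L1 replicate 3. In the same order keratinocyte markers had 0.0304, 0.0208 and 0.0423, and the unfolded protein response 0.0459 with the block.

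With Ad-shZFP36L1 against Ad-C, Mmp3 and Mmp13, which degrade cartilage matrix, had log2 fold changes of −0.38 (adjusted p = 0.619) and 0.29 (adjusted p = 0.639), and Adamts5 one of 0.32 (adjusted p = 0.365). The cartilage genes Col2a1, Acan and Sox9 had −0.03, −0.19 and −0.06 (adjusted p = 0.91, 0.581 and 0.858), the fibroblast collagen Col1a1 −0.06, the regulators Epas1 and Slc39a8 −0.22 and 0.12, and Zfp36l2 and Zfp36l3 −0.32 and −0.02. The reference genes Actb and Gapdh had −0.05 and −0.02. Of 18 fibroblast and dedifferentiated chondrocyte markers, the collagen gene Col5a1 (at its brighter probe set, with −0.03 and adjusted p = 0.895 at the other), the growth factor receptor Pdgfrb and the contractile gene Acta2 fell and 0 rose (5 and 0 adjusted over the list alone), with a median of −0.23 and a camera adjusted p of 4.68e-05 (adjusted p = 0.338 with an estimated correlation), and the 3 became 1 without Ad-C replicate 2 or Ad-shZFP36L1 replicate 3. Glycolysis and hypoxia genes, 23 measured, had a median of −0.18 and a camera adjusted p of 0.00153 (adjusted p = 0.523 with an estimated correlation), with Ndrg1 higher and the carbonic anhydrase Car9 lower at their brighter probe sets (0.35 and −0.17, adjusted p = 0.174 and 0.385, at their others, and 2 and 9 adjusted over the list alone), and 0 of either without Ad-C replicate 2 or Ad-shZFP36L1 replicate 1. Of 18 cholesterol synthesis genes, the regulator Srebf2 and the enzyme Sc5d fell (1 higher and 6 lower adjusted over the list alone), and Srebf2 alone without any 1 array, with a median of −0.15 and a camera adjusted p of 0.00598 (adjusted p = 0.549 with an estimated correlation, 0.122 without Ad-C replicate 1 and 0.0731 without Ad-shZFP36L1 replicate 3).

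The other lists did not pass camera with Ad-shZFP36L1 in the fit of all 9 arrays. Hypertrophy genes passed with the mean of the probe sets (adjusted p = 0.0273), quantile normalization (0.0249), the replicate block (0.00423), and without Ad-C replicate 3 (0.0292) or Ad-ZFP36L1 replicate 1 (0.0304) or 3 (0.0433). The heat shock response passed with quantile normalization (adjusted p = 0.0249) and without Ad-shZFP36L1 replicate 3 (0.0247), the unfolded protein response with the replicate block (0.0294) and without Ad-shZFP36L1 replicate 2 (0.0405), keratinocyte markers with the replicate block (0.0251) and without Ad-C replicate 1 (0.0224), cartilage matrix genes without Ad-C replicate 1 (0.0151), matrix-degrading enzymes without Ad-C replicate 3 (0.0357) or Ad-shZFP36L1 replicate 1 (0.0447), and ribosomal proteins without Ad-C replicate 3 (0.0368). Counts of rises and falls follow, with those adjusted over the list alone in brackets, and single members end with 1 array or another left out unless named. The unfolded protein response had 0 and 1 (0 and 1), the ZFP36 family 1 and 1 (1 and 1), with Zfp36l1 itself kept, and matrix-degrading enzymes 0 and 2 (0 and 2), with Timp3 kept without any 1 array. Cartilage matrix genes had 1 and 2 (2 and 2), with Hapln1 kept, hypertrophy genes 0 and 0 (5 and 0), superficial zone genes 0 and 0 (0 and 2), NF-kB mediators 1 and 2 (6 and 5), with Myd88 kept, and immediate early genes 2 and 1 (6 and 4), with Rgs2 kept. Apoptosis regulators had 2 and 2 (3 and 4), with Tnfrsf22, Tnfrsf23 and the caspase inhibitor Xiap kept, cell cycle genes 0 and 1 (1 and 3), with the cyclin Ccnd2 kept, and fatty acid oxidation genes 1 and 0 (2 and 2). Myd88, Rgs2, Tnfrsf22 and Tnfrsf23 are genes of Supplementary Table 2, which the study ranked on these arrays, so their calls are not independent evidence. Growth factor mediators of TGF-β, BMP, Wnt and IGF had 0 and 4 (1 and 8), with the receptor Tgfbr1 kept, mRNA catabolism genes 3 and 7 (4 and 8), with Zfp36l1 and the Argonaute gene Ago2 kept, oxidative phosphorylation genes 0 and 2 (0 and 2) and ribosomal proteins 0 and 0 (0 and 0). Keratinocyte markers had 1 and 0 (3 and 0) and osteoblast markers 0 and 0 (2 and 0), while macrophage, osteoclast, endothelial, muscle, adipocyte and erythroid markers had 0 and 0 both ways, with 0 to 2 at an unadjusted p under 0.05. At an unadjusted p under 0.05, hypertrophy genes had 5 and 0, superficial zone genes 2 and 3, ribosomal proteins 1 and 6 and osteoblast markers 2 and 0. Without Ad-ZFP36L1 replicate 1 the hypertrophy genes had 1 and 0, and without Ad-C replicate 3 the ribosomal proteins 0 and 2. Small RNAs had 2 and 0 (2 and 0), Mir5103 and Mir1983, both kept, and predicted genes and pseudogenes 9 and 6 (0 and 0), which became 2 to 6 and 1 to 7 with 1 array left out. Camera adjusted p ran from 0.0657 to 0.855 over these, and the methods' t-test called 0 of their genes.

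Against Ad-C, cell cycle genes had a median log2 fold change of 0.03 with Ad-shZFP36L1 (camera adjusted p = 0.754) and of 0.28 with Ad-ZFP36L1. Between Ad-shZFP36L1 and Ad-ZFP36L1 they leaned down as a list, with a median log2 difference of −0.27 (camera adjusted p = 3.72e-08, adjusted p = 0.527 with an estimated correlation). Of the 35 genes, 2 were lower (1 higher and 9 lower adjusted over the list alone). Glycolysis and hypoxia genes (median −0.23, camera adjusted p = 9.65e-06, adjusted p = 0.389 with an estimated correlation), fibroblast markers (−0.24, 3.96e-05, adjusted p = 0.389 with an estimated correlation) and cholesterol synthesis genes (−0.20, 0.0035, adjusted p = 0.527 with an estimated correlation) also leaned down. Of these, 1 of 23, 2 of 18 and 2 of 18 were lower and 0 higher. The 1 became 0 without any 1 array except Ad-shZFP36L1 replicate 2, the fibroblast markers 0 without any 1 of the Ad-ZFP36L1 arrays or Ad-shZFP36L1 replicate 3 and 1 without Ad-C replicate 2 or Ad-shZFP36L1 replicate 1, and the cholesterol genes 1 without any 1 array except Ad-C replicates 1 and 3. The HSP70 family (camera adjusted p = 0.00304, adjusted p = 0.319 with an estimated correlation), NRF2 targets (0.0035, adjusted p = 0.527 with an estimated correlation) and hypertrophy genes (median 0.30, 0.00547, adjusted p = 0.527 with an estimated correlation) leaned up. Of 15 HSP70 genes 2 were higher and 0 lower, of 24 NRF2 targets 3 and 1 (1 to 2 higher and 0 to 1 lower with any 1 array left out), and of 12 hypertrophy genes 0 and 0 (4 and 0 adjusted over the list alone, 1 and 0 without Ad-ZFP36L1 replicate 1). Heat shock response genes leaned up, with 3 of 25 higher and 1 lower (0.0258, adjusted p = 0.527 with an estimated correlation, 0.168 and 0.0519 without Ad-shZFP36L1 replicates 1 and 2), and ribosomal protein genes leaned down by a median of 0.05, with 0 of 55 called, 0 adjusted over the list alone and 2 lower at an unadjusted p under 0.05 (0.037, adjusted p = 0.527 with an estimated correlation, 0.223 with quantile normalization, and 0.0502, 0.0804 and 0.253 without Ad-ZFP36L1 replicates 1 and 3 and Ad-shZFP36L1 replicate 3). The HSP70 and heat shock lists hold Hspa1a and Hspa1b, which the study picked on these arrays, and without them the other 23 heat shock genes had 1 higher and 1 lower with a median of 0.07, and the other 13 HSP70 genes 0 and 0 with a median of 0.08. The phosphodiesterase Pde7b was higher with Ad-shZFP36L1 than with Ad-ZFP36L1 (log2 difference 1.19, adjusted p = 0.00592), also without any 1 array. The caveolar protein Cavin2 (−1.61, adjusted p = 0.0193), the importin Kpna3 (−1.55, adjusted p = 0.0137) and Angptl7 (−1.56, adjusted p = 0.046) were lower, but not with only the 6 arrays, nor without Ad-ZFP36L1 replicate 1 (0.0711, 0.0662 and 0.162) or 2 (0.0855, 0.0693 and 0.162). The call of Cavin2 also ended without Ad-shZFP36L1 replicate 2 (adjusted p = 0.0554) or 3 (0.057), and that of Angptl7 without any 1 array except Ad-shZFP36L1 replicate 3 (0.0624 to 0.162). The methods' t-test called none of these 4. The genes of Supplementary Table 2, ranked by the study on these arrays, had a camera adjusted p of 4.93e-31 and an adjusted p of 0.0413 with an estimated correlation.

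The log2 fold changes of the Ad-shZFP36L1 and Ad-ZFP36L1 arrays against Ad-C correlated at 0.497, and unchanged groups that share controls gave 0.49 to 0.515 in simulations. Their covariance was 0.0264 against 0.0169 on average in the simulations, a difference of 0.0094. The covariance had an SD of 0.00487 over the fits with an array left out. Those fits share most of their arrays, so this SD is not the error of the difference, and the simulations draw each probe set alone. Whether the covariance exceeds that of unchanged groups is therefore not decided here. Only 2 probe sets were called with Ad-ZFP36L1 against Ad-C, both higher and both of Zfp36l1, so no call lower with Ad-ZFP36L1 could be shared. The brighter of them was called with both viruses, lower with Ad-shZFP36L1 (log2 fold change −0.87) and higher with Ad-ZFP36L1 (3.19). In the other directions, higher with both, lower with both or higher with Ad-shZFP36L1 and lower with Ad-ZFP36L1, 0 probe sets were shared. Independent lists of these sizes would share 0.0114, 0 and 0. At an unadjusted p under 0.05 there were 527, 625 and 20, of which part may come from the shared Ad-C arrays (0.49 to 0.515 for the simulated correlation), too few at 3 to be split. The median, the mean and the test of a list differ in sign for the heat shock response, matrix-degrading enzymes, glycolysis, fibroblast markers, small RNAs, predicted genes, osteoblast markers and erythroid markers with Ad-ZFP36L1, for superficial zone and mRNA catabolism genes with Ad-shZFP36L1, and for reported ZFP36L1 targets, adipocyte markers and superficial zone genes between the viruses.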
